# Suppression of Molecular Inflammatory Pathways by Toll-Like Receptor 7, 8, and 9 Antagonists in a Model of IL-23-Induced Skin Inflammation

**DOI:** 10.1371/journal.pone.0084634

**Published:** 2013-12-27

**Authors:** Mayte Suárez-Fariñas, Robert Arbeit, Weiwen Jiang, Francesca S. Ortenzio, Tim Sullivan, James G. Krueger

## Abstract

Psoriasis is a complex inflammatory disease resulting from the activation of T helper (Th) 1 and Th17 cells. Recent evidence suggests that abnormal activation of Toll-like receptors (TLRs) 7, 8 and 9 contributes to the initiation and maintenance of psoriasis. We have evaluated the effects of TLR antagonists on the gene expression profile in an IL-23-induced skin inflammation model in mice. Psoriasis-like skin lesions were induced in C57BL/6 mice by intradermal injection of IL-23 in the dorsum. Two TLR antagonists were compared: IMO-3100, an antagonist of TLRs 7 and 9, and IMO-8400, an antagonist of TLRs 7, 8 and 9, both of which previously have been shown to reduce epidermal hyperplasia in this model. Skin gene expression profiles of IL-23-induced inflammation were compared with or without TLR antagonist treatment. IL-23 injection resulted in alteration of 5100 gene probes (fold change ≥ 2, FDR < 0.05) including IL-17 pathways that are up-regulated in psoriasis vulgaris. Targeting TLRs 7, 8 and 9 with IMO-8400 resulted in modulation of more than 2300 mRNAs while targeting TLRs 7 and 9 with IMO-3100 resulted in modulation of more than 1900 mRNAs. Both agents strongly decreased IL-17A expression (>12-fold reduction), normalized IL-17 induced genes such as beta-defensin and CXCL1, and normalized aberrant expression of keratin 16 (indicating epidermal hyperplasia). These results suggest that IL-23-driven inflammation in mouse skin may be dependent on signaling mediated by TLRs 7, 8, and 9 and that these receptors represent novel therapeutic targets in psoriasis vulgaris and other diseases with similar pathophysiology.

## Introduction

Psoriasis is a chronic inflammatory disease of the skin, characterized by keratinocyte hyperplasia, dermal leukocyte infiltration and dermal vascular enhancement [1]. It affects approximately 2% of the population and almost 90% of individuals suffer from the most common form known as plaque psoriasis [2]. Immune cell infiltrates within psoriatic lesions predominantly consist of CD3+ Th1, Th17 cells and CD11c+ dendritic cells (DCs) [3], [4], [5]. The cytokines produced by these cells, such as tumor necrosis factor-α (TNFα), interferon-γ (IFNγ), IL-17, IL-22, IL-23, IL-12 and IL-1β, create an inflammatory cascade, contributing to the pathogenesis of psoriasis. This cytokine milieu further activates keratinocytes and other resident cutaneous cells and induces abnormal expression of antimicrobial peptides and other defensin genes [6].

The critical role played by the IL23/Th17 axis in psoriasis has been highlighted in recent studies [7],[8]. IL-23 is produced by antigen presenting cells such as DCs, and in addition to driving differentiation of naïve CD4+ T cell precursors towards the Th17 phenotype [9], IL-23 also stimulates survival and expansion of Th17 populations [10]. In turn, IL-17 produced by Th17 cells exerts direct regulatory control over the expression of defensins, S100 family proteins, and LL-37 [11],[12], all of which contribute to innate immune responses within skin. Lesional (LS) skin from humans exhibits higher expression of IL-23 in keratinocytes and dermal tissue in comparison to non-lesional

 (NL) and normal skin [13],[14]. The high efficacy of antibodies that target IL-23 and IL-17 further substantiates the integral role these cytokines play in psoriasis [15]. Studies performed in mice reveal IL-23-mediated inflammation to be highly dependent upon production of IL-17 [16]. Cutaneous IL-23 injections in mice result in epidermal hyperplasia and parakeratosis, somewhat reminiscent of the human psoriasis phenotype [17]. These observed changes make the IL-23 treated mouse a useful model for human skin inflammation. Although morphological similarities are readily visible, the extent to which there is genomic overlap between human psoriasis and the IL-23 treated mouse model remains to be elucidated.

Other mouse models with phenotypes that appear somewhat analogous to human psoriasis have been analyzed on a genomic level. A recent study performed novel transcriptomics-based comparisons between human psoriasis and five different psoriasiform mouse models [18]. Four transgenic models, K14-AREG, K5-STAT3C, K5-TGFβ1 and K5-Tie2, were investigated in addition to an imiquimod (IMQ)-induced model. The K14-AREG and K5-STAT3C both manifested inflammatory phenotypes via disruption of keratinocyte homeostasis, in turn causing increased cytokine release and a profound inflammatory response. Overexpression of human growth factor amphiregulin and a constitutive activation of a signaling component, Stat3, are the inciting events responsible for the K14-AREG and K5-STAT3C, respectively [19], [20]. The K5-Tie2 model, a result of a tyrosine kinase overexpression within basal keratinocytes, and the K5-TGFβ1 model, caused by overexpression of a latent form of transforming growth factor beta 1, both initiate inflammation via keratinocyte dysregulation, in conjunction with other mechanisms such as perturbance of the basement membrane and angiogenesis [21], [22]. IMQ, an agonist of TLRs 7 and 8, causes T cell infiltration and keratinocyte and vascular hyperplasia upon topical application [23]. For comparison, a human psoriasis transcriptome was extrapolated from differences in gene expression between psoriatic LS and normal skin using whole-genome microarray analysis. Transcriptomes for each mouse model were acquired in similar fashion, using naïve mouse skin as a control to compare against each inflammatory phenotype. Global correspondence of gene expression between human psoriasis and all five mouse models was deemed significant [18]. Further determination of ‘genomic fidelity’ between mouse inflammatory models and human psoriasis will aid in the identification of representative models of clinical psoriasis. Reliable animal models for the human psoriasis phenotype are valuable as the genetic and immunological underpinnings of the disease have not yet been fully delineated and the search for novel and improved treatments continues.

Potential therapeutic value has recently been demonstrated by a study showing that antagonism of TLRs 7, 8 and 9 reduced IL-23-induced epidermal hyperplasia and IL-17 expression [24]. Additionally, data collected from a Phase 2 clinical trial has shown a TLR 7 and 9 antagonist reduced PASI scores in psoriasis patients [25]. TLRs are transmembrane receptors that recognize pathogen-associated molecular patterns (PAMPs) and mediate innate immune defense against pathogens. TLRs 3, 7, 8 and 9 are all located in the endosome, however, TLR3, TLR7 and TLR8 bind RNA while TLR9 binds DNA containing unmethylated CG dinucleotides [26]. The expression and activity of TLRs 7, 8 and 9 is regulated by interactions between these receptors. Although TLR8 has been deemed nonfunctional in mice, recent evidence suggests it exerts regulatory control over other TLRs [27]. TLRs are mainly expressed on immune cells such as antigen presenting cells, with TLR7 and 9 on plasmacytoid DCs (pDCs) and B cells, and TLR8 on myeloid DCs (mDCs). A positive feedback loop of inflammation is created when these pDCs and mDCs are activated by immune complexes consisting of self-nucleic acids and LL-37 (cathelicidin), an antimicrobial peptide overexpressed in psoriatic lesions [28], [29]. Interactions between TLRs on DCs and immune complexes induces production of type I IFN and facilitates T cell autoreactivity, ultimately contributing to lesional tissue changes [30]. It appears that TLR7- and TLR9-signaling stimulates IL-23 secretion by DCs [31], [32], consequently up-regulating IL-17 production [33]. A TLR7/8 agonist used to treat skin abnormalities such as cancerous lesions, IMQ, has been shown to exacerbate psoriasis in patients [34]. A significant role for TLRs in psoriasis pathogenesis [35] is further supported by the finding that IL-23/IL-17 dependent features of clinical psoriasis were induced by topical application of IMQ [23]. 

In this study, we used a genome wide expression profile analysis to characterize the IL-23-induced model of skin inflammation. Comparison of global gene expression patterns as well as individual pathway analysis allowed us to determine how closely the IL-23-induced mouse model resembled the human psoriasis phenotype. For completeness, five previously analyzed mouse models [18] were included in comparison with the IL-23-induced mouse model and human psoriasis. Furthermore, treatment responses to two different TLR antagonists were evaluated in the IL-23-induced mouse model.

## Results

### Significant up-regulation of inflammatory cytokines in IL-23-induced inflammatory mouse model

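Full-thickness dorsal skin from 5 naïve mice and from 5 mice injected with IL-23 and then with saline was measured on 1 array per mouse. IL-23, a cytokine that sustains Th17 cells, was injected intradermally at 3 µg per day from day 1 to day 4, and skin from the injection site was collected on day 7. The authors' deposited values are GCRMA expression values on the log2 scale, in which every array has the same lowest value of 2.0. The highest value was 15.8 and the array medians lay between 6.086 and 6.286. Of the probe-sets of the array, 30960 had a value above 2 in at least 3 of 20 arrays and an SD above 0.1, and these were tested with limma in a single model of the 4 groups of the series. Differentially expressed genes (DEGs) are probe-sets with an FDR under 0.05 and a FCH over 2. A group in which all 5 arrays lay below 3 was read as near background, and a fold change against it is given as a lower bound. In addition, 33 gene lists of pathways and cell types were tested with camera in limma, with a preset correlation of 0.01 between genes and with a correlation estimated from the data. Members of a list rose or fell when they passed both DEG thresholds, and p-values of camera were adjusted over the 33 lists. Genes of the hair shaft and of the growing (anagen) hair follicle differed widely among the naïve mice, with list means per mouse from 3.35 to 12.9 on the log2 scale, the highest in naïve replicate 16.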

Genetic changes associated with the IL-23-induced mouse phenotype were elucidated by comparison of full-thickness IL-23 injected skin with naïve mouse skin using mouse4302 Affymetrix gene array. 

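Genes that IL-17 induces in keratinocytes rose together in IL-23-injected skin. Of 21 measured members of this list, 20 were higher than in naïve skin (20 higher when adjusted over the list alone), with a median log2 fold change of 5.20 (camera, adjusted p = 6.48e-17, and adjusted p = 0.0221 with an estimated correlation). Il17a (probe-set 1421672_at), which encodes IL-17A, lay near background in naïve skin and reached 5.71 ± 0.70 (SD, n = 5) on the log2 scale after IL-23. This is an increase of at least 6.54-fold (adjusted p = 1.36e-09). Cxcl1 (probe-set 1457644_s_at), a chemokine that attracts neutrophils, rose from 3.798 ± 1.12 to 10.57 ± 0.77 (SD, n = 5), an increase of 109-fold (adjusted p = 7.53e-08). At the other probe-sets for Cxcl1 the increase was 47.7-fold and 121-fold. The related chemokine Cxcl2 rose 265-fold (log2 fold change 8.05, standard error 0.47, adjusted p = 1.36e-09), and Cxcl5 rose at least 66.8-fold from near background (adjusted p = 1.96e-08). Antimicrobial genes rose as well. Lcn2 (probe-set 1427747_a_at), which encodes the iron-scavenging protein lipocalin 2, rose 53.3-fold (log2 fold change 5.74, standard error 0.24, adjusted p = 1.71e-11). The alarmins S100a8 and S100a9 rose 36.9-fold and 30.4-fold (adjusted p = 2.39e-08 and 1.52e-07). The β-defensin Defb4 rose at least 15.66-fold from near background (adjusted p = 3.61e-07), and Defb3, with 4 of 5 naïve values below 3, had a log2 fold change of 9.98 (standard error 0.74, adjusted p = 2.09e-08). Ccl20, the member that did not pass and one singled out after its value was seen, had a log2 fold change of 0.76 (standard error 0.43, adjusted p = 0.159). In the list of the IL-17 and Th17 pathway, 5 of 10 members rose (5 when adjusted over the list alone) and 1 fell (1 over the list alone), with a median log2 fold change of 1.17 (camera, adjusted p = 0.00100, and adjusted p = 0.136 with an estimated correlation). The members that rose were Il17a, the chemokine receptor Ccr6, the receptor subunits Il12rb1 and Il21r, and the transcription factor Batf. Irf4, a transcription factor of lymphocytes named here because it fell, had a log2 fold change of -1.16 (standard error 0.42, adjusted p = 0.0303). Without saline replicate 12, 0 members of the IL-17 and Th17 list fell. Of 8 neutrophil genes, 7 rose (7 when adjusted over the list alone; camera, adjusted p = 4.16e-06, and adjusted p = 0.0396 with an estimated correlation). They include the receptors Csf3r (44.0-fold) and Cxcr2 (23.2-fold). Naïve replicate 16 stood apart from the other naïve mice in the mean of the IL-17-induced keratinocyte genes, at 5.13 against 5.50 to 5.61.

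**Figure D1:**
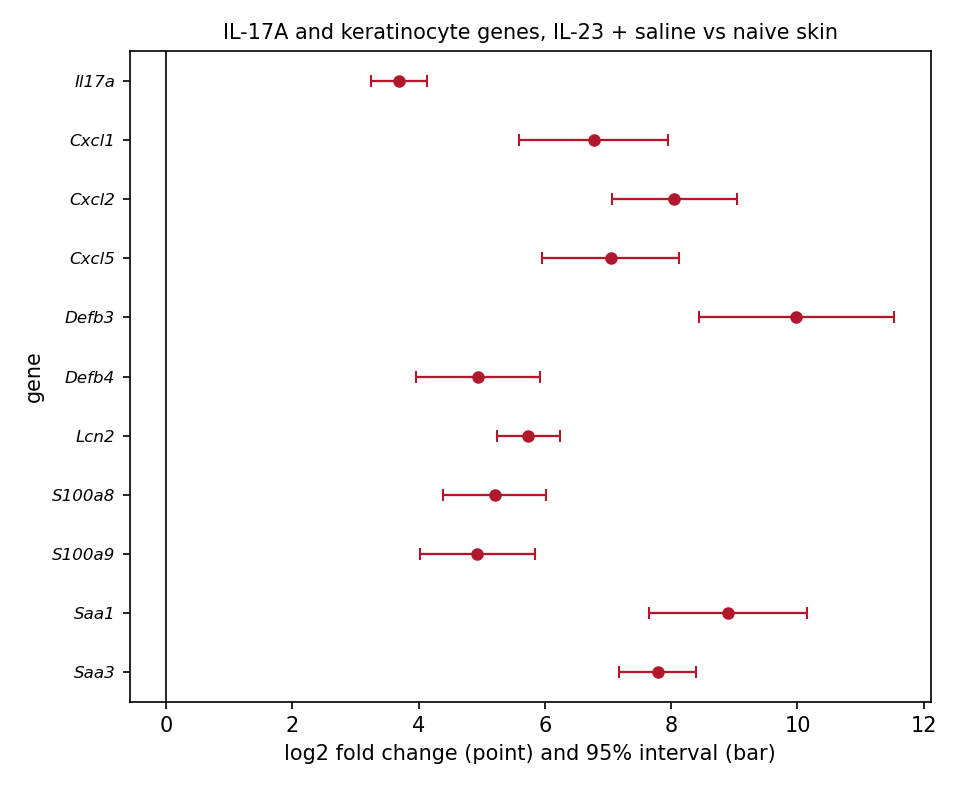
Log2 fold change of Il17a and of 10 genes of keratinocytes and neutrophils between IL-23-injected skin and naïve skin (x axis, n = 5 mice per group), as the fitted value of limma (point) with its 95% interval (bar). Every interval lies above 0. Il17a, Cxcl5 and Defb4 lay near background in naïve skin, so that their fitted values and intervals depend on the lowest value of the arrays and are not lower bounds.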

As expected, IL-17A mRNA was up-regulated by 13 fold in the diseased model, in addition to other IL-17-regulated genes in keratinocytes such as CXCL1 by 120-fold, lipocalin (LCN2) by 53-fold, S100A8 by 36-fold and both defensin (Defb4) and S100A9 by 30-fold. 

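Il6 (probe-set 1450297_at), which encodes a cytokine of acute inflammation, lay near background in naïve skin and reached 8.65 ± 1.19 (SD, n = 5) on the log2 scale after IL-23, at least 50.3-fold higher (adjusted p = 7.85e-10). Il1b (probe-set 1449399_a_at), which encodes the inflammatory cytokine IL-1β, rose 55.0-fold (log2 fold change 5.78, standard error 0.34, adjusted p = 1.48e-09). Of 16 members of the IL-1 family list, 8 rose (8 when adjusted over the list alone) and 1 fell (1 over the list alone), with a median log2 fold change of 1.11 (camera, adjusted p = 8.98e-05, and adjusted p = 0.289 with an estimated correlation). The epidermal IL-36 cytokines rose, with log2 fold changes of 4.58 (standard error 0.49) for Il1f6, 2.80 (standard error 0.37) for Il1f8 and 1.93 (standard error 0.42) for Il1f9 (adjusted p = 1.41e-06, 1.4e-05 and 0.00118). Their antagonist Il1f5 rose 2.46-fold at probe-set 1421370_a_at (adjusted p = 0.000340) and 3.53-fold at probe-set 1426507_at (adjusted p = 1.65e-05). Il33, an alarmin, and Il18rap, a subunit of the IL-18 receptor, rose by 2.018 (standard error 0.41) and 5.61 (standard error 0.46) on the log2 scale (adjusted p = 0.000658 and 6.83e-08). Il1f10, which encodes IL-38, was the member that fell, with a log2 fold change of -6.22 (standard error 0.65, adjusted p = 1.05e-06). Genes of NF-κB signaling rose in 10 of 16 members (10 when adjusted over the list alone), with a median log2 fold change of 1.34 (camera, adjusted p = 7.82e-08, and adjusted p = 0.136 with an estimated correlation). Rel, a subunit of NF-κB, rose 17.8-fold (adjusted p = 1.66e-08) and Bcl3, a nuclear cofactor of NF-κB, 5.40-fold (adjusted p = 3.23e-06). Of 30 genes of IL-23 signaling, 15 rose (15 when adjusted over the list alone; camera, adjusted p = 6.65e-09, and adjusted p = 0.128 with an estimated correlation). Of 22 genes of JAK-STAT signaling, 6 rose (6 over the list alone), with a median log2 fold change of 0.30 (camera, adjusted p = 0.00308, and adjusted p = 0.407 with an estimated correlation). Stat4, which transmits IL-12 and IL-23 signals, rose 31.5-fold (adjusted p = 4.42e-08) and Socs3, a feedback inhibitor, 3.50-fold (adjusted p = 1.34e-05). Without naïve replicate 16 the adjusted p of the JAK-STAT list was 0.0734. That mouse also lay apart in the mean of the IL-1 family list, at 8.44 against 9.44 to 9.74 in the other naïve mice.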

Innate cytokines were also highly induced in the inflammatory model including IL-6, which was up-regulated by 95-fold, and members of the IL-1 family, namely, IL1-F5, F6, F8, F9 and IL1β, which increased by 55-fold. 

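Genes of the thickened, hyperplastic epidermis rose after IL-23, while late differentiation genes went in both directions. Krt16 (probe-set 1448932_at), a keratin of activated keratinocytes, rose from 11.20 ± 0.62 to 14.77 ± 0.08 on the log2 scale (SD, n = 5), an increase of 11.9-fold (adjusted p = 3e-07). Of 14 genes of hyperplastic epidermis, 10 rose (10 when adjusted over the list alone), with a median log2 fold change of 3.01 (camera, adjusted p = 1.42e-06, and adjusted p = 0.168 with an estimated correlation). The keratins Krt6a and Krt6b rose by 1.89 (standard error 0.35) and 8.06 (standard error 1.03) on the log2 scale (adjusted p = 0.000361 and 9.28e-06). Sprr2f, a protein of the cornified envelope, rose by 7.60 (standard error 0.80) and the protease inhibitor Serpinb3a by 9.06 (standard error 0.41) (adjusted p = 1.21e-06 and 8.14e-11). Of 19 genes of terminal keratinocyte differentiation, 3 rose (3 when adjusted over the list alone) and 4 fell (4 over the list alone). The median log2 fold change of this list was 0.04 and its mean -0.77, so that they differ in sign (camera, direction lower, adjusted p = 0.344, and adjusted p = 0.775 with an estimated correlation). Lor, which encodes loricrin, the main protein of the cornified envelope, fell by 2.04 on the log2 scale (standard error 0.27, adjusted p = 1.56e-05), and the metallothionein Mt4 fell by 7.67 (standard error 0.52, adjusted p = 7.39e-09). Rptn, which encodes repetin, rose 5.12-fold (adjusted p = 3.12e-06). Of 10 genes of basal keratinocytes, 1 fell (1 when adjusted over the list alone; camera, adjusted p = 0.292, and adjusted p = 0.731 with an estimated correlation). This was Krt15, a keratin of basal cells, with a log2 fold change of -1.04 (standard error 0.16, adjusted p = 4.53e-05), which no longer passed the FCH threshold without naïve replicate 18 (-0.99) or saline replicate 11 (-0.93). Cell cycle genes had a median log2 fold change of 0.64 over 31 members (camera, adjusted p = 9.29e-05, and adjusted p = 0.463 with an estimated correlation), of which 2 rose (2 over the list alone), and by exact permutation of the list means, chosen after the data were seen, the adjusted p was 0.0582. These were Plk1 and Cenpe, which act in mitosis, with log2 fold changes of 1.43 (standard error 0.39) and 1.69 (standard error 0.32) (adjusted p = 0.00612 and 0.000367). The mean of the cell cycle list in naïve replicate 16 was 10.8, against 9.45 to 9.81 in the other naïve mice, and without this mouse 13 members rose.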

Keratin 16 mRNA increased by approximately 12-fold, which may directly correlate with the observed epidermal hyperplasia in the IL-23 mouse model. 

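Ifng (probe-set 1425947_at), the gene of interferon-γ, lay near background in naïve skin and reached 6.52 ± 1.27 (SD, n = 5) on the log2 scale after IL-23, at least 11.5-fold higher (adjusted p = 6.23e-07). The chemokines that interferon-γ induces and that attract T cells rose with it. Cxcl11 rose at least 15.1-fold from near background (adjusted p = 0.000140), Cxcl10 13.1-fold (adjusted p = 1.07e-05) and Cxcl9 19.3-fold at probe-set 1418652_at (adjusted p = 7.48e-06). At probe-set 1456907_at the increase in Cxcl9 was 25.4-fold. Of 23 genes of the interferon-γ axis, 18 rose (18 when adjusted over the list alone), with a median log2 fold change of 1.80 (camera, adjusted p = 6.88e-08, and adjusted p = 0.228 with an estimated correlation). Tbx21, the transcription factor T-bet of Th1 cells, rose at least 7.96-fold from near background (adjusted p = 1.99e-07), and Gbp2b, a guanylate-binding protein, rose by 4.20 (standard error 0.68) on the log2 scale (adjusted p = 0.000102). Of 20 genes of the type I interferon signature, 17 rose (18 when adjusted over the list alone), with a median log2 fold change of 1.44 (camera, adjusted p = 5.78e-05, and adjusted p = 0.463 with an estimated correlation). The list mean was 7.87 and 9.12 in naïve replicates 16 and 17, against 10.44 to 11.09 in the other naïve mice and 10.76 to 12.12 in saline mice, so that the 2 lowest naïve mice weigh heavily in this rise. Without naïve replicate 16, 9 members rose, and by exact permutation of the list means with all mice the adjusted p was 0.0524. Among them were the transcription factor Irf7 (6.62-fold, adjusted p = 0.000264) and the antiviral gene Mx1 (3.85-fold, adjusted p = 0.0189). Without naïve replicate 16 the log2 fold change of Mx1 was 1.19, compared with 1.95 for all mice. T cell genes rose in 14 of 16 members (14 when adjusted over the list alone), with a median log2 fold change of 2.51 (1.90 with members near background at their bound) (camera, adjusted p = 6.88e-08, and adjusted p = 0.136 with an estimated correlation). Cd8a, the coreceptor of cytotoxic T cells, rose 24.8-fold and Cd27, a costimulatory receptor, 12.5-fold (adjusted p = 6.02e-07 and 1.37e-07). Genes of cytotoxic and NK cells rose in 10 of 13 members (10 over the list alone; camera, adjusted p = 1.8e-05, and adjusted p = 0.232 with an estimated correlation), among them Gzmb, which encodes granzyme B (97.0-fold, adjusted p = 2.4e-06). Receptors that share the common gamma chain rose with them, in 6 of 10 members of their list (6 over the list alone; camera, adjusted p = 0.000145, and adjusted p = 0.194 with an estimated correlation). Il2ra, the α-chain of the IL-2 receptor, rose 11.6-fold (adjusted p = 5.16e-09). In the mean of the cytotoxic and NK cell genes, naïve replicate 16 lay at 4.90 and the other naïve mice at 7.00 to 7.67.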

Surprisingly, interferon-γ mRNA exhibited an increase of almost 20-fold in addition to downstream interferon-response genes: CXCL11 by 29-fold; CXCL9 by 21-fold; and STAT1 by 4.7-fold. 

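Among DEGs whose groups did not overlap and whose group means were both at least 3, Marco, a scavenger receptor of macrophages, had the largest rise, with a log2 fold change of 9.52 (standard error 0.38, adjusted p = 1.08e-11). After Serpinb3a, the late cornified envelope gene Lce3a (8.99 (standard error 1.04)), the acute-phase gene Saa1 (8.90 (standard error 0.60)) and the protease inhibitor Wfdc12 (8.70 (standard error 0.59)) followed (adjusted p = 3.39e-06, 7.16e-09 and 7.97e-09). The largest falls after that of Mt4 were in the hair follicle keratin Krt27 (-7.41 (standard error 1.61)), in Cfap57 (-6.80 (standard error 0.52), with 4 of 5 saline values below 3) and in Serpina12, which encodes vaspin (-6.55 (standard error 0.49); adjusted p = 0.00126, 2.77e-08 and 2.28e-08). Of the tested probe-sets, 2346 were higher and 2762 lower in IL-23-injected skin, for 1637 and 1577 unique genes with a single symbol. The 5 saline mice and the 5 naïve mice did not overlap in 24.9% of all tested probe-sets, while chance separates 0.794%. Hair shaft and anagen follicle genes fell in 22 of 23 members (22 when adjusted over the list alone), with a median log2 fold change of -5.67 (-4.96 with members near background at their bound) (camera, adjusted p = 1.43e-06, and adjusted p = 0.407 with an estimated correlation). Their list mean was 8.34 ± 4.19 (SD, n = 5) in naïve mice and 2.85 in saline mice, in which it ranged from 2.77 to 2.97. Krt25, a keratin of the inner root sheath, was at least 479-fold lower after IL-23 (adjusted p = 0.000295). Melanocyte genes fell in 5 of 7 members (7 over the list alone), with a median of -3.72 (camera, adjusted p = 0.00406, and adjusted p = 0.407 with an estimated correlation). They include Dct and Tyrp1, enzymes of melanin synthesis, with log2 fold changes of -3.72 (standard error 0.61) and -4.73 (standard error 0.84) (adjusted p = 0.000109 and 0.000234). Without naïve replicates 16 and 17, whose hair genes were highest, 2099 probe-sets were higher and 2755 lower, and without replicates 16 to 18, 2074 were higher and 2702 lower. With the mean of the hair genes as a covariate, 2024 were higher and 2862 lower.

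**Figure D2:**
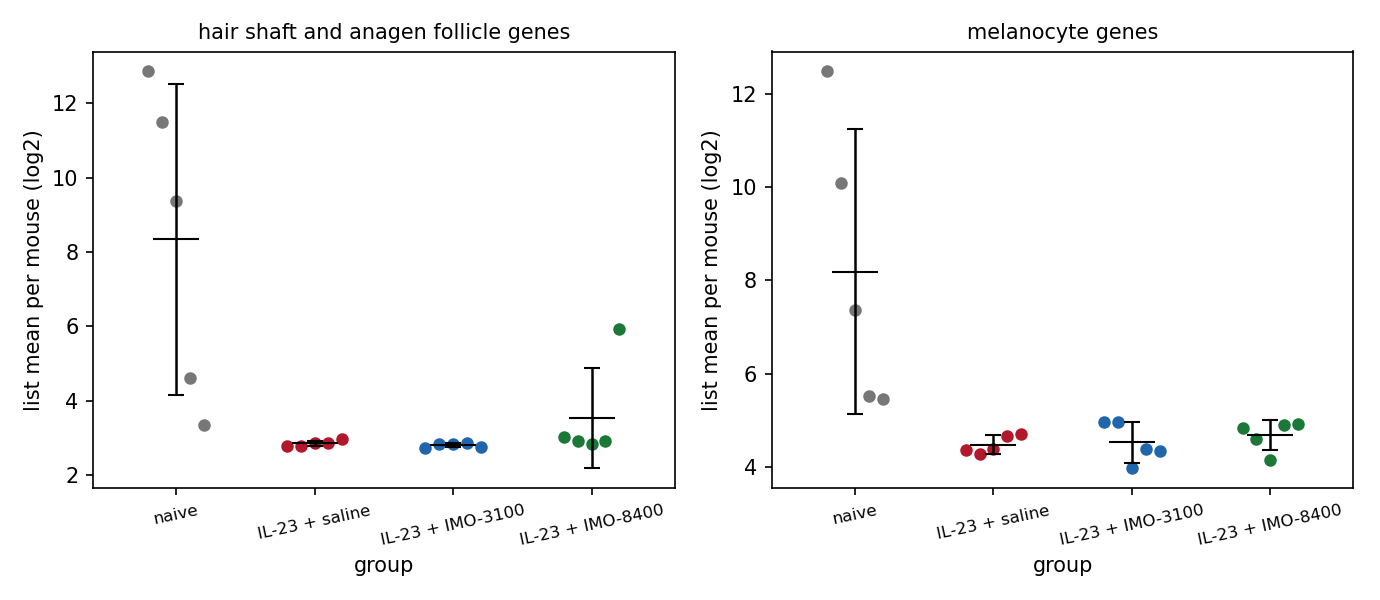
List mean per mouse on the log2 scale (y axis) of hair shaft and anagen follicle genes (left) and of melanocyte genes (right) in the 4 groups of 5 mice, with the group mean and SD (black bars). Naïve mice spread from 3.35 to 12.9 in the hair genes, and saline mice from 2.77 to 2.97.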

Using predefined cut-off values of fold-change (FCH)>2 and false-discovery rate (FDR)<0.05, we identified a total of 2346 up and 2762 down-regulated probe-sets, which encoded 1726 and 1775 unique genes, respectively. This profile of differentially regulated genes, which we will herein refer to as the IL-23-induced mouse transcriptome, can be found in Table S1.

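Other cell types and tissues changed with IL-23 as well. B cell genes rose in 5 of 6 members (5 when adjusted over the list alone; camera, adjusted p = 0.000318, and adjusted p = 0.194 with an estimated correlation), with the joining chain of antibodies, Jchain, at a log2 fold change of 6.65 (standard error 0.56, adjusted p = 9.34e-08). Cd22 and Cd79b, which belong to the B cell receptor complex and its regulators, rose 15.9-fold and 14.9-fold (adjusted p = 4.81e-09 and 1.57e-05). The direction of the antibody gene Ighm depended on the probe-set. It was higher at probe-set 1427351_s_at and lower at some others, with a log2 fold change of -5.35 at 1425247_a_at (limma, adjusted p = 1.33e-06). Of 11 genes of mast cells and basophils, 6 rose (6 over the list alone; camera, adjusted p = 0.000230, and adjusted p = 0.180 with an estimated correlation), and the basophil protease Mcpt8 was at least 34.8-fold higher (adjusted p = 7.85e-10). Without naïve replicate 16, 3 members of this list rose. Toll-like receptors and their adaptors rose in 12 of 21 members (12 over the list alone; camera, adjusted p = 3.62e-05, and adjusted p = 0.293 with an estimated correlation), for example Tlr13 (4.96 (standard error 0.77)), Tlr1 (3.24 (standard error 0.60)) and the adaptor Myd88 (1.32 (standard error 0.18); adjusted p = 6.84e-05, 0.000332 and 1.77e-05). Of 14 genes of monocytes and macrophages, 5 rose (5 over the list alone) and 1 fell (1), with a median log2 fold change of 0.86 (camera, adjusted p = 0.0136, and adjusted p = 0.603 with an estimated correlation; adjusted p = 0.0685 without naïve replicate 16). The count that rose was 8 without naïve replicate 20. Cd14, a coreceptor for endotoxin, rose 5.75-fold (adjusted p = 0.000133), and Cd163, a scavenger receptor named because it was the member that fell, had a log2 fold change of -1.35 (standard error 0.35, adjusted p = 0.00504). Th2 genes went in both directions, 4 of 13 up (4 over the list alone) and 5 down (5), with a median of 0.22 (camera, adjusted p = 0.980, and adjusted p = 0.987 with an estimated correlation). The count that fell was 3 without saline replicate 11. Chil3, a chitinase-like protein, rose by 6.64 (standard error 1.03) and Retnla, a resistin-like protein, fell by 4.76 on the log2 scale (adjusted p = 6.34e-05 and 4.47e-06). Adipocyte genes fell in 6 of 10 members (6 over the list alone), with a median of -1.19 (camera, adjusted p = 4.16e-06, and adjusted p = 0.136 with an estimated correlation), among them the hormones Lep (-3.75 (standard error 0.38)) and Adipoq (-1.77 (standard error 0.17); adjusted p = 7.97e-07 and 5.62e-07). Of 14 genes of skeletal muscle, 2 fell (2 over the list alone, median -0.43; camera, adjusted p = 0.000661, and adjusted p = 0.454 with an estimated correlation), the myosins Myh2 (-1.23 (standard error 0.29)) and Myh4 (-1.28 (standard error 0.27); adjusted p = 0.00228 and 0.000969). By exact permutation of the list means, chosen after the data were seen, the adjusted p of the muscle list was 0.0582. Without naïve replicate 16, 5 of its members fell. Of 9 genes of the sebaceous gland, 2 fell (2), Scd3 (-3.68 (standard error 0.42)) and Acsbg1 (-1.28 (standard error 0.22)), which act in fatty acid metabolism (camera, adjusted p = 0.0315, and adjusted p = 0.465 with an estimated correlation), and the list's call ended without naïve replicate 18 or saline replicate 11 (adjusted p up to 0.0560). The fall of these sets of genes stood beside that of the hair and melanocyte genes, which were highest in naïve replicates 16 and 17. In the adipocyte, muscle and sebaceous lists naïve replicate 16 had instead the lowest list mean of the naïve mice, at 11.7, 13.4 and 12.3. The other naïve mice lay at 11.9 to 12.2, 14.0 to 14.4 and 12.7 to 13.1, with replicate 17 highest in the muscle list. From the DEGs past both thresholds the paper builds the transcriptome of the model, and from the rise of keratin 16 it proposes a direct link with epidermal hyperplasia.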

### Significant correspondence between IL-23-induced mouse model of inflammation and human psoriasis

In order to compare how well the IL-23-induced model represented human psoriasis, analysis was performed using two previously published human psoriasis transcriptomes. One of the transcriptomes, MAD3, is meta-analysis-derived and based on differences in gene expression between LS and NL skin across three independent profiling studies in humans [36]. The other human transcriptome, which will herein be referred to as Gudjonsson(LSvsNormal), is based on differences in gene expression between psoriasis lesions and normal healthy control skin [37], and served as the representative human psoriasis transcriptome in a previous comparative analyses with five mouse models [18]. Analysis of concordance between human and the IL-23-induced mouse model revealed 25% of differentially expressed genes (DEGs) in the IL-23 transcriptome were present in MAD-3, compared to 15% in the Gudjonsson(LSvsNormal) (Figure 1A). As choice of cut-offs can influence the intersections between studies’ DEGs [38], we used previously described methods [18] to compare human and mouse transcriptomes using ranked gene lists. The 5000 most strongly up-regulated and 5000 most strongly down-regulated genes were identified in the IL-23-induced mouse transcriptome, and then ranked by estimated FCH between LS and normal. For each rank k, the top k murine genes were identified and the overlap between them and the murine orthologs of the human transcriptomes was determined. There was statistically significant overlap of top k up- and down-regulated transcripts for the IL-23 mouse and both human transcriptomes (Figure 1B, 1C). Comparison between the human transcriptomes themselves showed high degree of overlap, with psoriasis-increased ranked gene lists exhibiting greater overlap than psoriasis-decreased (Figure 1D). Global similarity between the IL-23-induced mouse model and human psoriasis was further demonstrated with gene-set enrichment analysis (GSEA). Using a previously described method [38], ten previously published human psoriasis transcriptomes were treated like individual gene sets in order to quantify the extent to which up- and down-regulated genes correlated with ordered DEGs from the IL-23-induced mouse (Table 1). Excluding the methylation in psoriasis transcriptome, normalized enrichment scores (NES) spanned 2.04 - 2.41 for up and -2.77 to -1.88 for down-regulated DEGs in the IL-23-induced LS skin, indicating significant enrichment of human psoriasis gene sets in the IL-23-induced phenotype.

**Figure 1:**
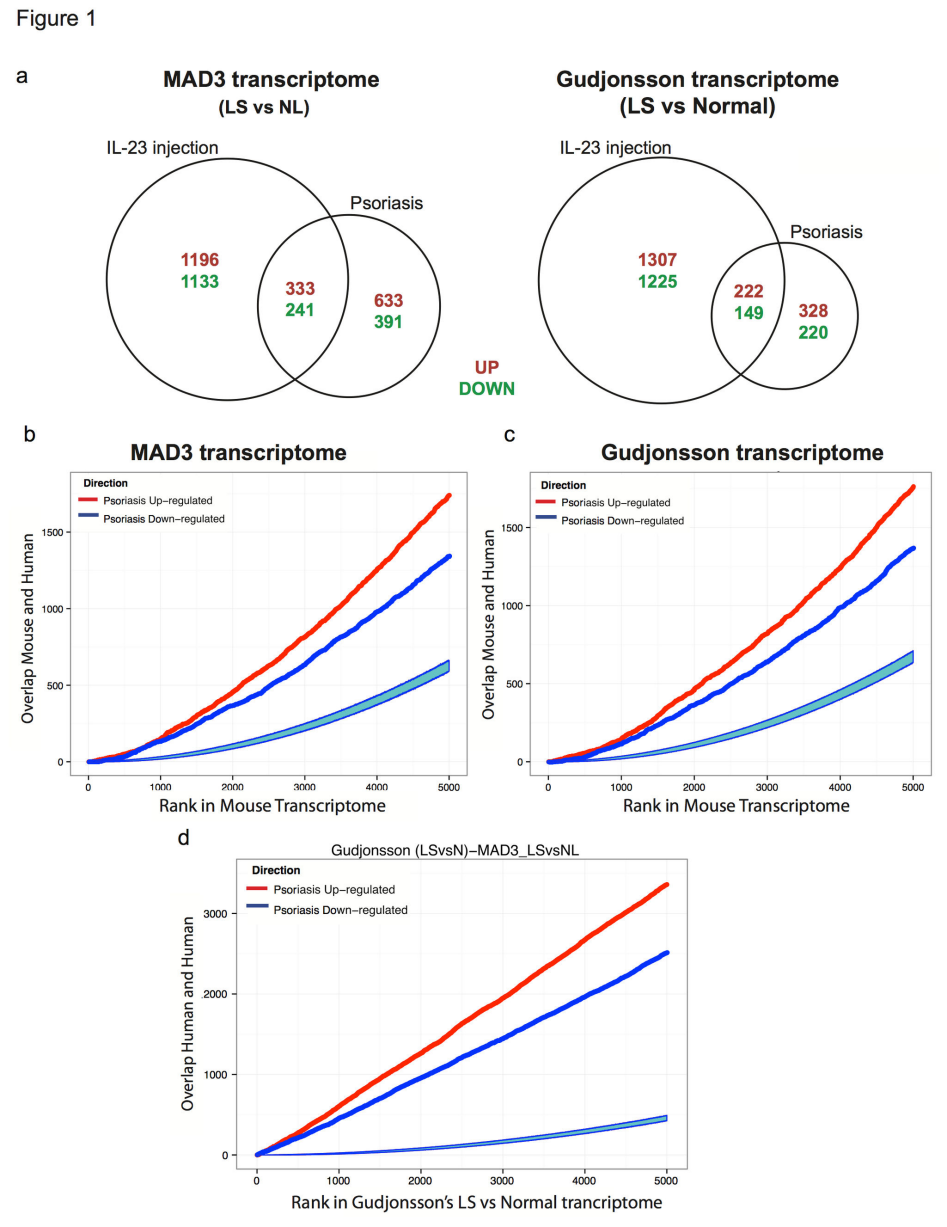
Murine IL-23 induced model of inflammation corresponds to the human psoriasis phenotype: Statistically significant overlap of DEGs and ranked gene lists. A. Venn diagrams illustrate relative overlap of orthologous DEGs between human psoriasis and the IL-23-induced mouse model. There are 10% more common DEGs between the IL-23 mouse model and MAD3 compared to that with Gudjonsson(LSvsNormal). B, C. Overlap between top k up- (red lines) and k down-regulated (dark blues lines) genes in the IL-23 transcriptome and the murine orthologs of the human MAD3 and Gudjonsson(LSvsNormal) transcriptomes, respectively, was estimated for k=1,…5000.. D. As a reference, the overlap between both human transcriptomes was analyzed in similar fashion. Statistically significant overlap is seen for all three depictions of ranked gene overlap, as the light blue regions represent degree of overlap expected under the null hypothesis of random overlap.

**Table 1:** GSEA analysis for the IL23-induced phenotype in mice versus psoriasis transcriptomes in human.

Psoriasis Transcriptomes	Up			Down				Reference
	Size	ES**^*1*^**	NES**^*2*^**	Size	ES	NES	CS**^*3*^**	
Gudjonsson ’09 (LSvsNL)	425	0.71	2.41	214	-0.58	-2.43	0.65	[52]
Gudjonsson ’10 (LSvsNormal)	482	0.70	2.43	336	-0.59	-2.54	0.64	[37]
MAD5	579	0.68	2.37	390	-0.58	-2.57	0.63	[36]
MAD3	899	0.66	2.33	608	-0.59	-2.70	0.63	[36]
Yao’08	820	0.68	2.40	730	-0.55	-2.59	0.62	[40]
Suárez-Fariñas ’10	500	0.67	2.34	633	-0.52	-2.43	0.60	[38]
NGS (Jabbari/SF’12)	895	0.62	2.15	748	-0.58	-2.77	0.60	[53]
Suárez-Fariñas +	1362	0.58	2.04	949	-0.53	-2.54	0.55	[39]
Zhou ‘03	220	0.68	2.27	344	-0.42	-1.88	0.55	[54]
Methylation in Psoriasis (LSvsNormal)	379	-0.65	-2.22	457	0.34	1.55	-0.49	[55]

Size indicates the number of genes in each transcriptome

^1^ ES = enrichment score

^2^ NES = normalized enrichment score

^3^ CS = connectivity core, calculated as **½**(ES(Up)-ES(Down))

### Comparative analysis of 6 inflammatory mouse models reveals differential expression of inflammatory pathways

We applied the previously described method of gene rank overlap analysis to five additional mouse models to evaluate their correspondence with the human psoriasis phenotype as represented by MAD3. In agreement with previously described results [18], we found the K5-Tie2, IMQ, K14-AREG, K5-Stat3C and K5-TGFbeta1 mouse models all shared expression patterns with human psoriasis. Although the K14-AREG mouse was the closest of the transgenic models to the human phenotype, side by side comparison revealed the IL-23 mouse resembled the expression patterns in human psoriasis with greatest fidelity overall (Figure S1). Various core inflammatory pathways that are represented in the overall gene set were analyzed using GSEA (Figure 2). The Gudjonsson(LSvsNormal) showed slightly exaggerated expression of IL-17 driven pathways in comparison to the MAD3, which had overall greater correlation with the expression profiles of all mouse models. The IL-23 mouse model best matched the attenuated Th2 profile seen in human psoriasis, whereas the amphiregulin model showed a slightly more robust expression of Th2 pathways. Interestingly, the IL-17 and TNF axes were well-represented in the IL-23 and amphiregulin models, however, the IL-23 model displayed stronger representation of IFNα induced genes, in better accord with human phenotype. Additionally, genes regulated by IL-22 in keratinocytes were also more correctly represented within the IL-23 model. Overall, the IL-23 model best reflected the cytokine-mediated processes found in human psoriasis, although it clearly does not encompass the full psoriasis genotype.

**Figure 2:**
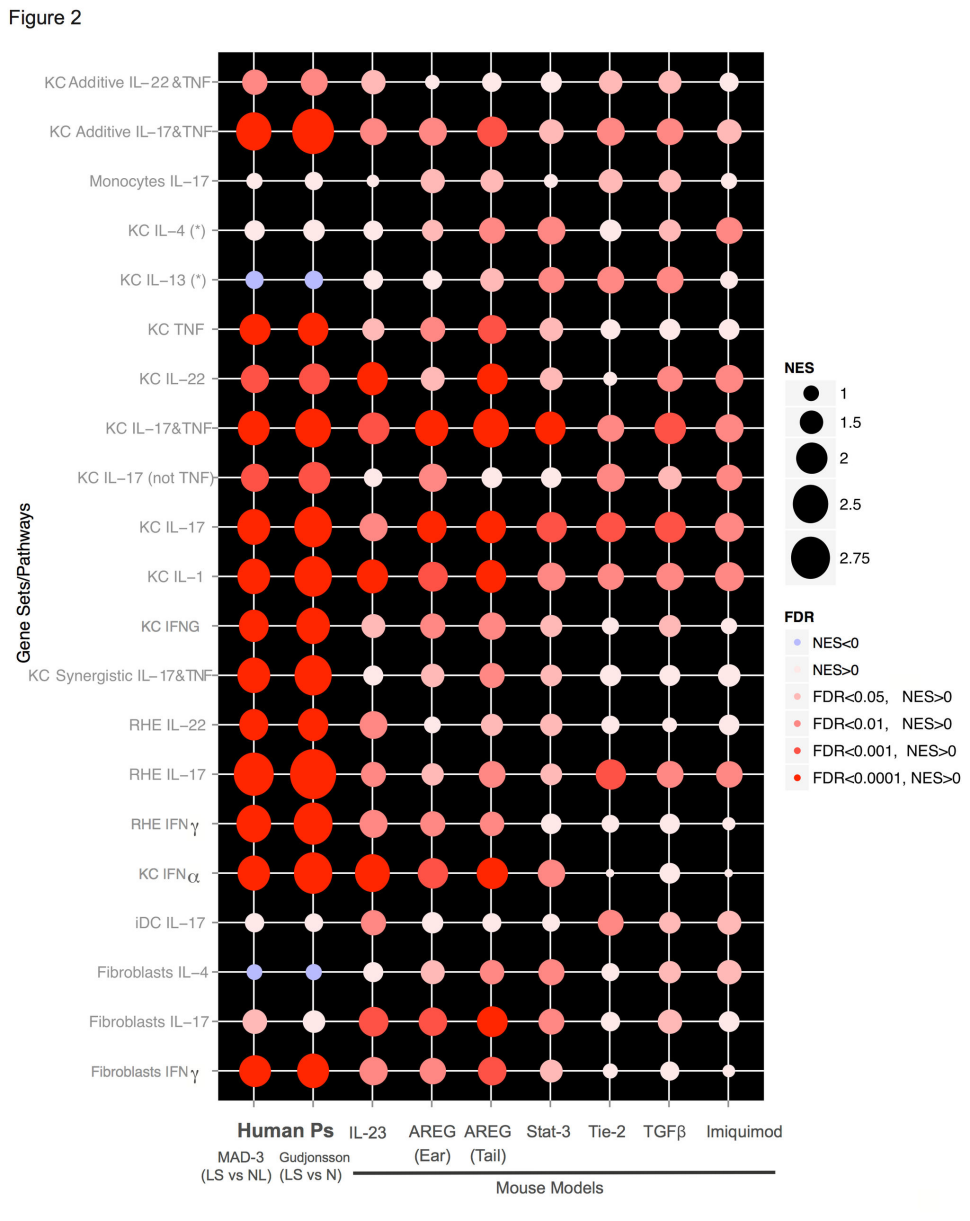
Pathways enriched in human psoriasis and inflammatory mouse model transcriptomes with GSEA. Degree of enrichment of key inflammatory pathways implicated in psoriasis pathogenesis compared in human and murine transcriptomes is portrayed by the bubbles representing normalized enrichment score (NES) and false discovery rate (FDR) values. Six inflammatory mouse model transcriptomes; IL-23-induced (IL-23), K14-AREG (AREG for both ear and tail), K5-Stat3c (Stat3), K5Tie2 (Tie-2), K5-TGFβ1 (TGFβ) and IMQ as well as two human psoriasis transcriptomes; MAD3 and Gudjonsson(LSvsNormal), were queried with sets of cytokine-treated keratinocyte, monocyte, fibroblast, inflammatory DC and reconstituted human epidermis (RHE) pathways.

### Treatment with TLR antagonists regulates IL-23-induced gene expression

Immunological pathway modifications by two different TLR antagonists were measured in the IL-23-induced mouse model, which was chosen for its histological [24] and molecular resemblance to human psoriasis. 

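The treated groups were 5 mice given IMO-3100 and 5 given IMO-8400, both at 15 mg/kg on study days 4, 5 and 6, with IL-23 injected on days 1 to 4, and the comparison group was the 5 mice given IL-23 and saline. Skin from the IL-23 injection site of each mouse was collected on day 7 and measured on 1 array. By the paper the antagonists were given at the same dose and times, and they are compared as the difference IMO-8400 minus IMO-3100 in the same limma model. The sample labels name the 2 antagonists without a dose, while the record of the series speaks of 2 doses of 1 antagonist. At the thresholds for DEGs, IMO-3100 skin had 833 probe-sets higher and 1155 lower than saline skin, and IMO-8400 skin 1380 higher and 1110 lower. Between the antagonists themselves, 103 probe-sets were higher and 76 lower with IMO-8400. This total of 179 was 66 without IMO-3100 replicate 8 and 359 without naïve replicate 16, and 6 single arrays moved it by over 1.5 times. Group measures per mouse were compared by two-sided exact permutation tests, in which 5 mice against 5 allow no p below 0.00794. Both treated groups share the saline mice with the comparison that defines the IL-23 DEGs, and so shares of those DEGs were also computed with the saline arrays split 3 and 2 between the comparisons. The mean of the hair follicle genes was 2.80 with IMO-3100 and 3.52 with IMO-8400, in which replicate 5 lay at 5.93 and the other mice at 2.83 to 3.01. The 3' minus 5' signal of the control probes, a sign of RNA quality, was 0.64 to 0.71 on the log2 scale in saline mice, 0.70 to 0.77 with IMO-3100 and 0.72 to 0.81 with IMO-8400, without overlap between saline and IMO-8400.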

Skin lesions were induced in mice by intradermal injection of IL-23 into the dorsum, later followed by subcutaneous injections of either IMO-3100 (TLR7/9 antagonist) or IMO-8400 (TLR7/8/9 antagonist), distal to the IL-23 injection site. Principal component analysis based on the acquired microarray data illustrates that both TLR antagonists exert significant effects on gene expression patterns exhibited by the IL-23-induced mouse model. 

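The largest component of the expression values separated naïve skin from IL-23-injected skin, and both groups of antagonist-treated mice lay between them. PC1, which held 43.7% of the variance over the tested probe-sets, was 101 ± 55.8 (SD, n = 5) in naïve mice and -69.9 ± 10.8 in mice given IL-23 and saline. It was -25.2 ± 6.93 with IMO-3100 and -6.38 ± 11.9 with IMO-8400 (SD, n = 5 each). Against saline this is a shift of 44.8 (95% interval 31.6 to 58.0) with IMO-3100 and of 63.6 (95% interval 47.0 to 80.2) with IMO-8400. All 5 mice of each antagonist group lay above all 5 saline mice (exact permutation test, p = 0.00794, the smallest p possible; adjusted p = 0.0238 over the 21 tests of group measures). Among the naïve mice PC1 followed the order of the hair gene means, from 183 in replicate 16 to 50.4 in replicate 20. Distances to the naïve mean on PC1 may therefore depend on the hair genes of these mice. On PC2, with 20.1% of the variance, the mean was 30.7 with IMO-3100 and 25.5 with IMO-8400. It was -54.1 in saline mice and -2.11 ± 67.7 (SD, n = 5) in naïve mice. Both antagonist groups differed from saline on PC2 (exact permutation test, p = 0.00794), by 84.7 and 79.6.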

Expression patterns exhibited by the IMO-3100 and the IMO-8400 treated mice exhibited a shift towards the expression profile of naïve mice, with slightly more profound effect seen in the IMO-8400 treated cohort (Figure 3A). 

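IMO-8400 mice lay closer to naïve mice on PC1 than IMO-3100 mice did, by 18.8 (95% interval 4.53 to 33.0, exact permutation test, p = 0.0159, adjusted p = 0.0370). Relative to the distance between the saline and naïve means, the shift was 26.1% with IMO-3100 and 37.1% with IMO-8400. On PC2 the antagonists differed by -5.19 (95% interval -21.7 to 11.3, exact permutation test, p = 0.476). Between the antagonists, genes of the type I interferon signature had a median log2 difference of -0.87 over 20 members, of which 0 passed both thresholds (camera, adjusted p = 2.8e-07, and adjusted p = 0.971 with an estimated correlation). Lipg, which encodes endothelial lipase, was lower with IMO-8400 by -3.00 (standard error 0.43) on the log2 scale (95% interval -3.90 to -2.09, adjusted p = 0.00237), and Klra2, an NK cell receptor, by -4.26 (standard error 0.77) (95% interval -5.88 to -2.63, adjusted p = 0.0105). Sox18, a transcription factor of endothelial cells, was higher with IMO-8400 by 1.83 (standard error 0.26) (95% interval 1.28 to 2.37, adjusted p = 0.00229), and Fabp4, a fatty acid carrier, by 1.70 (standard error 0.31) (95% interval 1.05 to 2.36, adjusted p = 0.0105, probe-set 1424155_at). Without naïve replicate 16 the shifts on PC1 were 43.0% and 52.1% and the difference between the antagonists was not called (exact permutation test, p = 0.103). With probe-sets scaled to unit variance the shifts were 50.5% and 60.8% and the difference was not called (exact permutation test, p = 0.190).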

Analysis of gene overlap was accomplished by comparison of the naïve mouse gene expression profile with that of the IL-23-induced phenotype both pre- and post-treatment with both TLR antagonists. Using a cut-off level of FDR<0.05 and FCH>2, it was found that IMO-3100 modulated 26% of the IL-23-regulated genes, while the additive effect of TLR8 antagonism in IMO-8400 was associated with 36% alteration of IL-23 genes (Figure 3B). 

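Of the 2346 probe-sets higher with IL-23, 754 fell with IMO-3100 and 791 with IMO-8400, where independent calls would give 87.5 and 84.1. Of the 2762 probe-sets lower with IL-23, 586 rose with IMO-3100 and 1038 with IMO-8400, where independent calls would give 74.3 and 123. The share of the 5108 IL-23 DEGs moved the opposite way was 26.2% with IMO-3100 and 35.8% with IMO-8400. Of these probe-sets 1078 were called with both antagonists, 751 with IMO-8400 alone and 262 with IMO-3100 alone. In the direct comparison of the antagonists, 36 of the 751 (4.79%) and 7 of the 262 (2.67%) passed both thresholds. Among the genes moved back by both antagonists, the lipid-handling gene Pck1 rose by 3.37 (standard error 0.68) and 3.26 (standard error 0.68) on the log2 scale, and Cidec, a protein of fat droplets, by 1.36 (standard error 0.35) and 1.74 (standard error 0.35) (adjusted p = 0.00184, 0.00208, 0.00854 and 0.00164). Adipocyte genes rose in 4 of 10 members with IMO-3100 (4 when adjusted over the list alone; camera, adjusted p = 3.29e-05, and adjusted p = 0.361 with an estimated correlation) and in 4 with IMO-8400 (4 over the list alone; camera, adjusted p = 2.26e-05, and adjusted p = 0.280 with an estimated correlation). Without saline replicate 12, 2 members rose with IMO-3100. With IMO-8400, Adipoq and Retn no longer passed the FCH threshold without that array (0.95 and 0.98, compared with 1.09 and 1.22 with all arrays). The adipocyte lists differed by a median of 0.08 between the antagonists (camera, adjusted p = 0.936, and adjusted p = 0.971 with an estimated correlation). With the saline arrays split between the comparisons, the share was 18.0% (range 11.9 to 25.9 over 10 splits) with IMO-3100 and 23.9% (16.5 to 33.1) with IMO-8400. The split leaves fewer saline arrays per comparison. DEGs against saline averaged 1576 with IMO-3100 and 1918 with IMO-8400, compared with 1988 and 2490 with all arrays. The lower shares can therefore not be assigned to the shared saline mice. A simulated group left unchanged against saline gave a share of 0.00175% on average over 20 simulations. The IL-23 DEGs numbered 4814 to 6495 in these simulations.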

Ingenuity pathway analysis revealed that the additional antagonism of TLR8 with IMO-8400 was linked to several canonical pathways including immune cell trafficking, inflammatory response and antimicrobial response pathways. Upstream regulators were largely inflammatory in nature, including gene networks involved in both innate and adaptive immune responses as well as IFNγ signaling and components of the IL-17 pathway such as IL-21. 

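Among DEGs whose groups did not overlap and whose group means were both at least 3, Mt4, a metallothionein of the differentiating epidermis, had the largest rise with both antagonists, with log2 fold changes of 7.64 (standard error 0.52) with IMO-3100 and 6.99 (standard error 0.52) with IMO-8400 (adjusted p = 3.28e-08 and 1.25e-07). At 12.70 ± 0.28 and 12.04 ± 0.67 (SD, n = 5), its values stood beside 12.73 ± 0.70 in naïve mice and 5.06 ± 1.41 in saline mice. Cfap57 rose from saline values of which 4 of 5 lay below 3, by 6.16 (standard error 0.52) and 6.93 (standard error 0.52), and Serpina12 by 5.80 (standard error 0.49) and 5.97 (standard error 0.49) (adjusted p = 6.44e-07, 1.44e-07, 6.44e-07 and 4.7e-07). Il1f10, which IL-23 had lowered, rose by 4.51 (standard error 0.65) and 4.57 (standard error 0.65) (adjusted p = 0.000160 and 0.000117). Uox, which encodes urate oxidase, had the largest fall among the same DEGs with both antagonists and fell by 8.21 with IMO-3100 (standard error 1.21, adjusted p = 0.000208) and fell by 7.41 with IMO-8400 (standard error 1.21, adjusted p = 0.000364). Saa2, an acute-phase gene, fell by 5.67 and fell by 6.79 on the log2 scale (adjusted p = 2.33e-07 and 2.23e-08), and the cornified envelope gene Lce3b fell by 6.24 and fell by 5.43 (adjusted p = 0.000527 and 0.00120). The intervals of the difference between the antagonists included 0 for Mt4 (-0.65 (95% interval -1.73 to 0.43)), Uox (0.80 (95% interval -1.75 to 3.35)) and Cfap57 (0.77 (95% interval -0.32 to 1.85)), and for Saa2 the difference was -1.12 (95% interval -2.04 to -0.19) with an adjusted p of 0.1497. The macrophage receptor Marco, which had risen with IL-23, had log2 fold changes of 0.08 (standard error 0.38) and -0.24 (standard error 0.38) with the antagonists (adjusted p = 0.930 and 0.685). The groups did not overlap in 20.1% of all tested probe-sets with IMO-3100 and in 25.3% with IMO-8400, where chance gives 0.794%.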

A nearly inverse pattern of gene expression for IL-23-injected mice and naïve mice is portrayed by the heatmap in Figure 3C. The disparity in gene expression between disease and naïve state is visibly reconciled to some extent by treatment with TLR antagonists, evidenced by post-treatment expression profiles bearing greater resemblance to the naïve rather than the inflammatory state (Figure 3C). 

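Terminal keratinocyte differentiation genes rose with IMO-3100 in 7 of 19 members (7 when adjusted over the list alone, median log2 fold change 0.88; camera, adjusted p = 2.16e-07, and adjusted p = 0.361 with an estimated correlation). With IMO-8400, 5 rose (5 over the list alone) and 1 fell (1), with a median of 0.84 (camera, adjusted p = 9.79e-07, and adjusted p = 0.409 with an estimated correlation). Lor, which encodes loricrin, rose by 1.82 (standard error 0.27) and 2.35 (standard error 0.27) on the log2 scale, and Lce1m, another protein of the cornified envelope, by 2.91 (standard error 0.22) and 2.98 (standard error 0.22) (adjusted p = 0.000239, 2.4e-05, 1.6e-07 and 1.08e-07). Rptn, the member that fell with IMO-8400, fell by 1.17 (standard error 0.27, adjusted p = 0.00420) and had a log2 fold change of -0.85 (standard error 0.27, adjusted p = 0.0268) with IMO-3100, which passed without IMO-3100 replicate 9. Hyperplastic epidermis genes fell in 7 of 14 members with IMO-3100 (9 when adjusted over the list alone, median -1.50; camera, adjusted p = 0.00132, and adjusted p = 0.436 with an estimated correlation). They fell in 5 members with IMO-8400 (5 over the list alone, median -1.10; camera, adjusted p = 0.00860, and adjusted p = 0.461 with an estimated correlation). Krt6a fell by 2.05 and fell by 2.10 (adjusted p = 0.000619 and 0.000447), and Sprr2f fell by 4.63 and fell by 4.22 (adjusted p = 0.000637 and 0.00106). Krt16 fell by 1.69 with IMO-3100 (standard error 0.33, adjusted p = 0.00158) and fell by 1.05 with IMO-8400 (standard error 0.33, adjusted p = 0.0250). The fall of Krt16 with IMO-8400 no longer passed the FCH threshold without IMO-8400 replicate 2 or 4 (-0.94 for either). Basal keratinocyte genes had a median of -0.00170 and a mean of 0.11 with IMO-3100, with which 1 member rose (1 over the list alone; camera, direction higher, adjusted p = 0.462, and adjusted p = 0.944 with an estimated correlation) and a median of 0.23 with IMO-8400 (camera, adjusted p = 0.0633, and adjusted p = 0.612 with an estimated correlation). Over the IL-23 DEGs, the root mean square distance from the naïve mean was 2.34 on the log2 scale for saline mice, 1.74 for IMO-3100 mice and 1.57 for IMO-8400 mice. From the saline mean, the distance was 1.24 for IMO-3100 mice and 1.34 for IMO-8400 mice.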

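Here the improvement of a probe-set is the part of its IL-23 log2 change that the antagonist undid, so that 0% is the saline level and 100% the naïve level. Over the 5108 IL-23 DEGs, the mean improvement per mouse was 40.7% ± 6.43 (SD, n = 5) with IMO-3100 and 53.2% ± 8.91 with IMO-8400. The difference was 12.5 points (95% interval 1.19 to 23.9, exact permutation test, p = 0.0397, adjusted p = 0.0758). For genes that IL-23 had raised, the improvement was 41.6% with IMO-3100 and 48.6% with IMO-8400, a difference of 7.02 (95% interval -6.22 to 20.3, exact permutation test, p = 0.294). For genes that IL-23 had lowered it was 40.0% and 57.2%, a difference of 17.2 (95% interval 6.293 to 28.1, exact permutation test, p = 0.0159, adjusted p = 0.0370). The average FCH towards recovery was 1.69 with IMO-3100 and 1.95 with IMO-8400 (exact permutation test per mouse, p = 0.0635). A simulated unchanged group had a mean improvement of 2.79% (range -8.81 to 12.6 over 20 simulations), and with the saline arrays split the improvement was 37.6% (24.7 to 45.6) and 49.5% (37.9 to 58.0). The difference in improvement was not called with the mean of the hair genes as a covariate (exact permutation test, p = 0.492). The covariate run cannot decide whether the hair genes explain the difference, since improvement is defined on group means. Nor was the difference called without 9 of the 20 arrays taken 1 at a time, with p up to 0.0794 without IMO-3100 replicate 7.

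**Figure D3:**
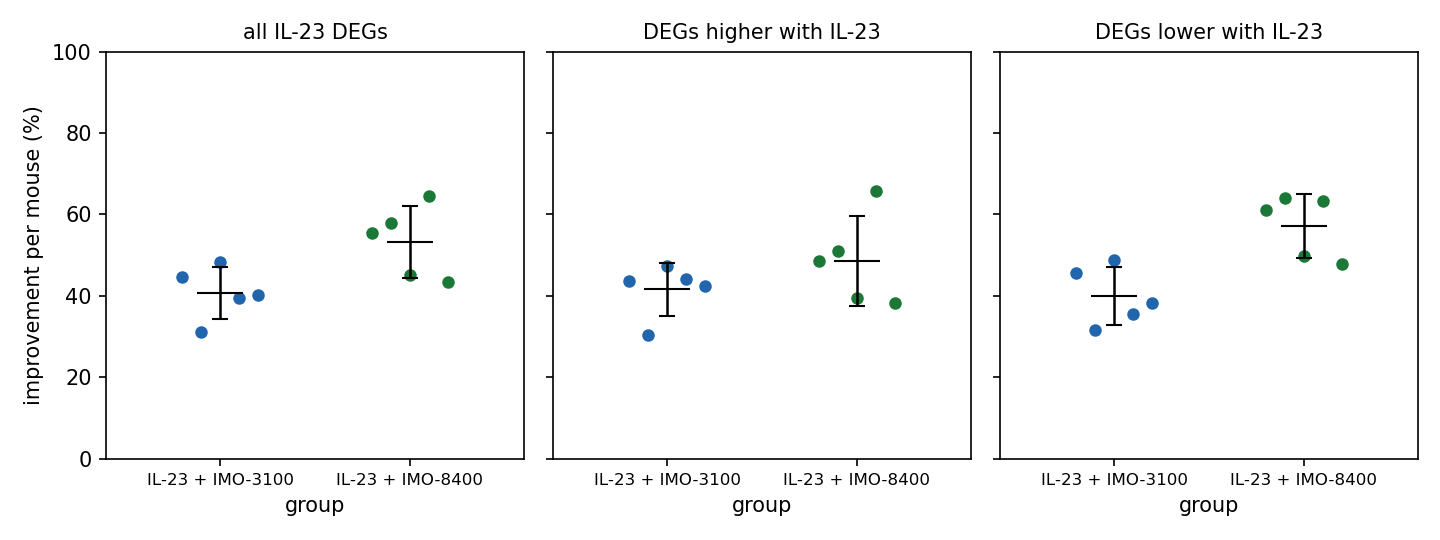
Improvement of the IL-23 DEGs per mouse in percent (y axis) for IMO-3100 and IMO-8400 (5 mice each), over all IL-23 DEGs and over those higher and lower with IL-23, with the group mean and SD (black bars). The group means over all DEGs are 40.7% and 53.2%.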

TLR antagonist treatment resulted in an average FCH of 1.94 towards recovery for genes altered as a result of IL-23-induced inflammation, with a 53.21% improvement seen with administration of IMO-8400. 

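Improvements of over 50% were found in 39.2% of the IL-23 DEGs with IMO-3100 and in 52.7% with IMO-8400, from the group means. Among the DEGs lower with IL-23 the shares were 38.6% and 60.4%, and among those higher with IL-23 39.9% and 43.7%. Computed for each mouse, the share was 40.1% with IMO-3100 and 51.4% with IMO-8400, a difference of 11.3 points (95% interval -1.16 to 23.8, exact permutation test, p = 0.0794). Probe-sets that moved further from naïve skin made up 13.6% with IMO-3100 and 5.46% with IMO-8400. Those past the naïve level made up 6.58% and 9.14%. Among the genes with the largest change, Gng4, a G protein subunit, improved nearly in full, at 9.68 ± 0.57 with IMO-3100 and 9.52 ± 0.35 with IMO-8400 (SD, n = 5), compared with 9.87 ± 0.60 in naïve and 4.44 ± 1.41 in saline mice. In contrast, Saa3, an acute-phase gene made in inflamed tissue, stayed at 14.93 ± 0.05 and 14.78 ± 0.11, compared with 7.33 ± 0.97 and 15.11 ± 0.06.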

Overall, 52% and 39% of genes in the IL-23-induced phenotype decreased by >50% in the IMO-8400 and IMO-3100 groups, respectively. Interestingly, genes shared between the IL-23-mouse and the MAD3 human psoriasis transcriptomes experienced 10 points higher improvement compared with genes unique to the mouse model (62.26% vs. 51.6%) as seen in Figure 3D, upper panel. A FCH towards recovery of 2.32 was observed for human and mouse orthologous genes vs. 1.89 for purely mouse genes (Figure 3D, lower panel). Collectively, these results indicate TLR7, 8, and 9 antagonism partially resolves IL-23-induced inflammation.

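All 10 antagonist-treated mice lay below all 5 naïve mice on PC1. At the preset correlation, 17 of the 33 lists passed for IMO-3100 against saline and 21 for IMO-8400 against saline, and 24 had passed for IL-23. The IMO-8400 arrays lay above all saline arrays in the 3' minus 5' signal of the control probes as well. With an estimated correlation no list passed for either antagonist, with adjusted p of 0.287 and 0.245 at the lowest. By exact permutation of the list means per mouse, a test chosen after the data were seen, 20 lists passed for IMO-3100 and 24 for IMO-8400 after adjustment over the lists. From the shift of the treated groups on the principal components, the shares of IL-23 genes changed and the improvement of the IL-23 DEGs, the paper concludes that antagonism of TLR7, 8 and 9 resolves part of the inflammation that IL-23 induces. From the larger share with IMO-8400 it reasons that antagonism of TLR8 adds to that of TLR7 and 9.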

**Figure 3:**
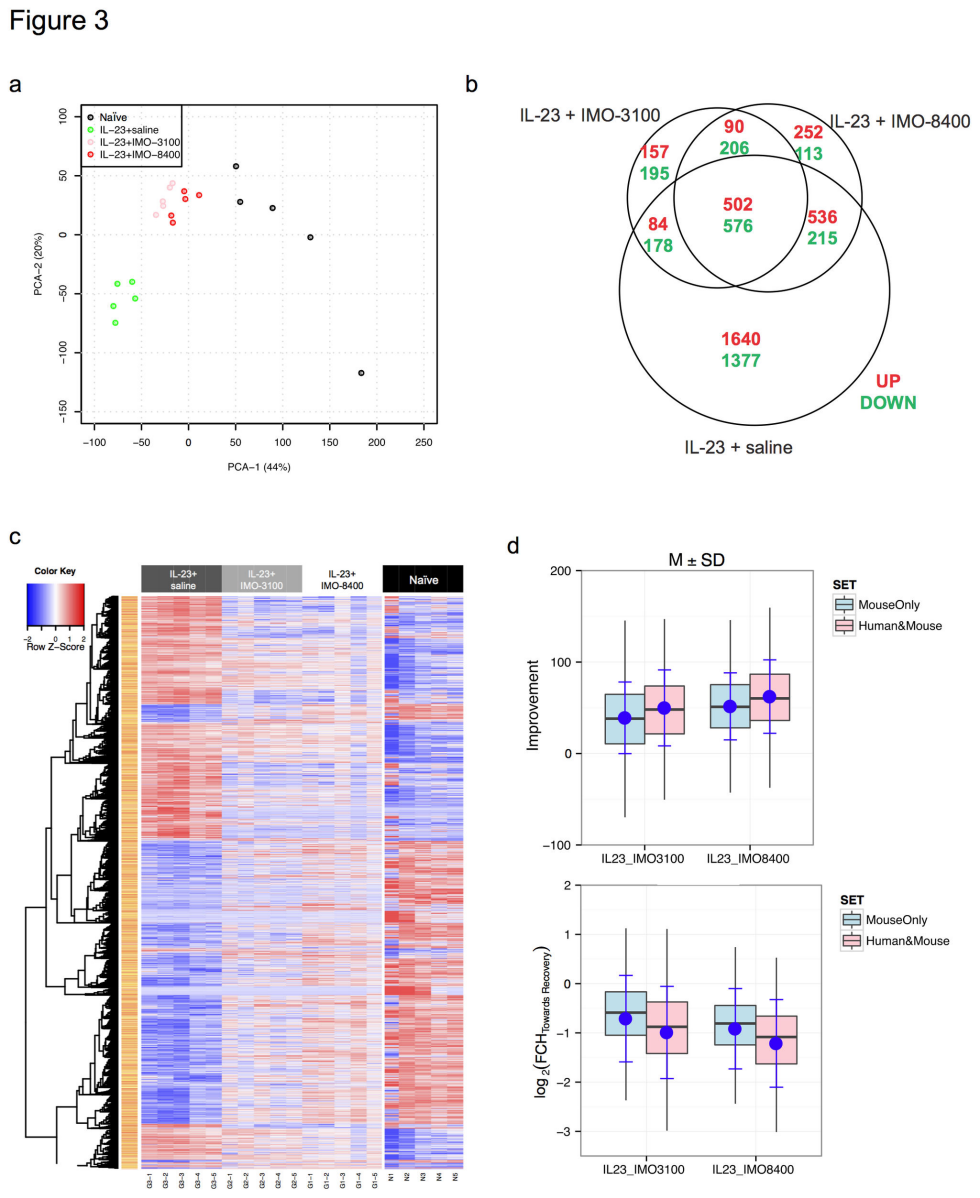
IL-23-induced gene expression profile shifts towards recovery with TLR antagonism. A. Differences in gene expression in naïve, IL-23, IL-23+IMO-3100 and IL-23+IMO-8400 treated mice were analyzed using principal component analysis. Partial normalization of gene expression patterns in the IL-23-induced mouse model was seen following treatment with TLR antagonists, with IMO-8400 exerting a slightly greater effect. B. IMO-8400 modulated 10% more of the IL-23 altered genes compared to IMO-3100, indicating additive effects of TLR8 antagonism in addition to TLR7 and 9. C. Shifts in gene expression profiles for IL-23 treated mice towards naïve mice following treatment with TLR antagonists are displayed in heatmap. Of the genes that shifted towards recovery with TLR antagonism, a greater proportion consisted of shared human and mouse genes rather than those that were unique murine genes.

### Suppression of inflammatory pathways by TLR antagonism

Fold changes in inflammatory genes highly implicated in psoriasis pathogenesis determined by microarray are displayed for the IL-23-induced mouse model as well as treatment groups in Table 2. Treatment with each TLR antagonist significantly suppressed many of the inflammatory genes, with substantial reduction in IL-17A mRNA (>12-fold) as well as β-defensin, CXCL1, CXCL2, CXCL3, LCN2, and other IL-17 pathway molecules, including the IL-21 receptor and IL-12Rβ1. Additionally, IL-6, an up-stream regulator of Th17 development, was reduced by 98-fold along with IFNγ, which decreased by 8-fold and 11.5-fold with IMO-3100 and IMO-8400, respectively. 

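Genes that IL-17 induces in keratinocytes fell with both antagonists. With IMO-3100, 14 of 21 members fell (15 when adjusted over the list alone), with a median log2 fold change of -2.63 (-2.56 with members near background at their bound) (camera, adjusted p = 7.91e-09, and adjusted p = 0.287 with an estimated correlation). With IMO-8400, 14 fell (14 over the list alone, over which 1 rose), with a median of -2.70 (-2.56 with members near background at their bound) (camera, adjusted p = 2.82e-09, and adjusted p = 0.245 with an estimated correlation). Between the antagonists the median difference was 0.17 (camera, direction lower, adjusted p = 0.936, and adjusted p = 0.971 with an estimated correlation). Il17a returned to near background, 2.03 ± 0.00 with IMO-3100 and 2.06 ± 0.07 with IMO-8400 (SD, n = 5), a fall of at least 6.54-fold with each (adjusted p = 3.65e-09 and 4.88e-09). Cxcl1 (probe-set 1457644_s_at) fell 15.4-fold and 6.50-fold (adjusted p = 0.000153 and 0.00206). Cxcl2 fell 5.10-fold and 7.44-fold (adjusted p = 0.00177 and 0.000332). Cxcl3, a chemokine of the same family, fell as well (adjusted p = 0.00101 and 0.000592), to below 3 in 4 of 5 mice of each group, with 6.23 in IMO-3100 replicate 8 and 4.74 in IMO-8400 replicate 5, so that no exact fold change is given. Of the β-defensins, Defb3 fell by 4.38 and fell by 4.05 on the log2 scale (adjusted p = 0.000540 and 0.000796), and Defb4 fell at least 15.66-fold with IMO-8400 (adjusted p = 2.67e-06). With IMO-3100 Defb4 fell (adjusted p = 1.08e-05) to 2.04 to 2.07 in 4 mice, close to the lowest value, and lay at 4.78 in replicate 9. Lcn2 fell by 2.54 and fell by 1.95 on the log2 scale (adjusted p = 1.93e-06 and 3.46e-05), with a difference between the antagonists of 0.59 (95% interval 0.09 to 1.09). In the IL-17 and Th17 pathway, 4 of 10 members fell with IMO-3100 (4 when adjusted over the list alone, over which 1 rose, median -0.71; camera, adjusted p = 0.0337, and adjusted p = 0.361 with an estimated correlation). With IMO-8400, 4 fell (4 over the list alone, median -0.35; camera, adjusted p = 0.0288, and adjusted p = 0.409 with an estimated correlation). Without naïve replicate 16 the adjusted p of this list was 0.0946 with IMO-3100 and 0.0585 with IMO-8400. Il21r fell by 1.31 and fell by 1.51, and Il12rb1 fell by 1.65 and fell by 1.77 (adjusted p = 0.00178, 0.000545, 0.000363 and 0.000175). Neutrophil genes fell in 4 of 8 members with IMO-3100 (4 when adjusted over the list alone; camera, adjusted p = 0.00479, and adjusted p = 0.361 with an estimated correlation) and in 5 with IMO-8400 (5; camera, adjusted p = 0.00298, and adjusted p = 0.280 with an estimated correlation). S100a9 and Saa3, members that stayed high, had log2 fold changes of -1.12 (standard error 0.43) and -0.18 (standard error 0.29) with IMO-3100 and of -0.58 (standard error 0.43) and -0.32 (standard error 0.29) with IMO-8400. S100a9 with IMO-3100 (adjusted p = 0.0631) passed only without naïve replicate 16 or 17 or IMO-3100 replicate 9, with values down to -1.32.

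**Figure D4:**
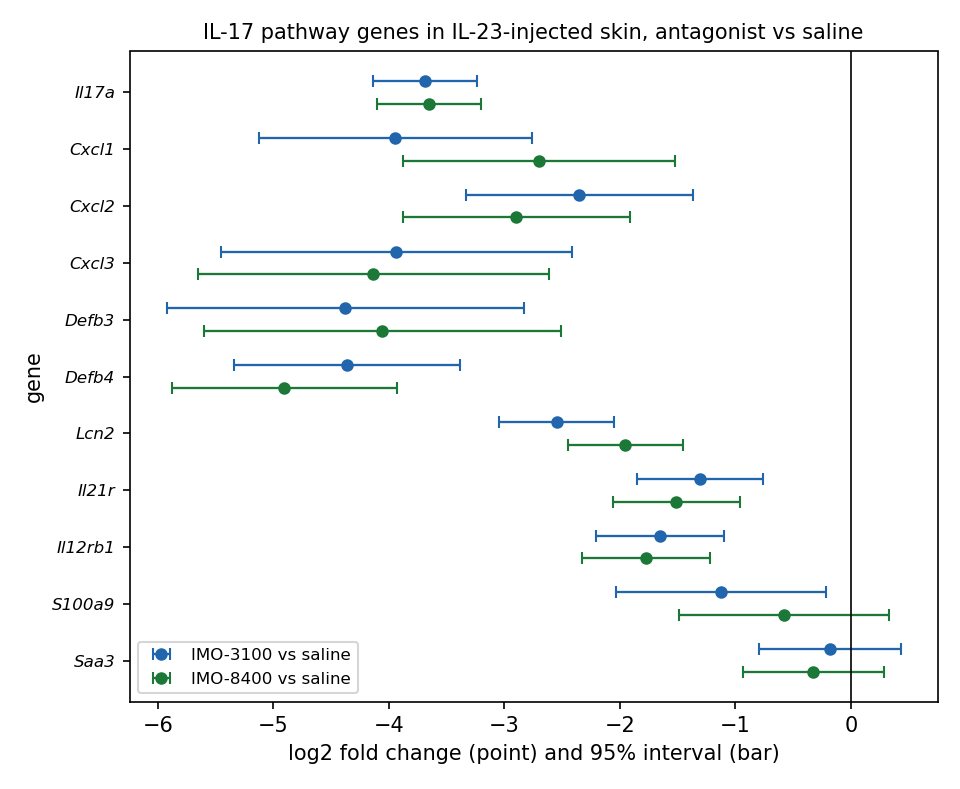
Log2 fold change against saline (x axis) of 11 genes of the IL-17 pathway in IL-23-injected skin for IMO-3100 (blue) and IMO-8400 (green), 5 mice per group, as the fitted value of limma (point) with its 95% interval (bar). The intervals of Saa3 include 0 for both antagonists, and that of S100a9 includes 0 for IMO-8400. Where a treated group lay near background, the fitted value and interval depend on the lowest value of the arrays and are not lower bounds.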

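Il6 lay near background in both treated groups, at 2.03 ± 0.01 with IMO-3100 and 2.03 ± 0.02 with IMO-8400 (SD, n = 5). Against saline this is a fall of at least 50.3-fold (adjusted p = 1.61e-09 and 2.14e-09). Ifng fell by 3.08 on the log2 scale (standard error 0.43, adjusted p = 0.000119) with IMO-3100 and fell by 3.53 (standard error 0.43, adjusted p = 3.4e-05) with IMO-8400, which corresponds to 8.45-fold and 11.6-fold. Over the alternative settings the fold change of Ifng ranged from -11.0 to -5.38 with IMO-3100 and from -15.0 to -5.74 with IMO-8400. The antagonists differed by -0.45 (95% interval -1.35 to 0.44) in Ifng on the log2 scale. For Il6 no difference between them is given, since both groups lay near background. Il24, a cytokine of the IL-10 family made by keratinocytes and T cells, also returned to the lowest value of the arrays, at least 13.7-fold lower with each antagonist (adjusted p = 3.8e-05 and 3.39e-05).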

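Genes of the interferon-γ axis fell with both antagonists in skin injected with IL-23. With IMO-3100, 9 of 23 members fell (9 when adjusted over the list alone, median log2 fold change -0.73; camera, adjusted p = 0.000461, and adjusted p = 0.491 with an estimated correlation). With IMO-8400, 11 fell (11 over the list alone) and 1 rose (1), with a median of -0.90 (camera, adjusted p = 6.14e-06, and adjusted p = 0.420 with an estimated correlation). The member that rose was Il12rb2, a subunit of the IL-12 receptor named for that reason, with a log2 fold change of 1.12 (standard error 0.28, adjusted p = 0.00655). At probe-set 1418652_at Cxcl9, a chemokine that interferon-γ induces, fell 7.23-fold and 12.8-fold (adjusted p = 0.00113 and 0.000145), and at probe-set 1456907_at 16.0-fold and 20.7-fold. Cxcl11 was at least 15.1-fold lower with each antagonist (adjusted p = 0.000550 and 0.000497). Gbp2b, a guanylate-binding protein, fell 10.6-fold and 26.0-fold (adjusted p = 0.00184 and 0.000149). The receptor subunit Il12rb1 lay at 5.09 ± 0.44 with IMO-3100 and 4.98 ± 0.14 with IMO-8400 (SD, n = 5), compared with 6.75 ± 0.58 in saline mice and 4.06 ± 0.47 in naïve mice. Between the antagonists the median of the list differed by -0.13 (-0.12 with members near background at their bound) (camera, adjusted p = 0.119, and adjusted p = 0.971 with an estimated correlation), and the difference in Cxcl9 was -0.82 (95% interval -1.95 to 0.30).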

IFNγ pathway genes like CXCL9 and IL-12Rβ1 were also reduced. 

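Within the IL-1 family the members that fell were few. Il1b fell 5.94-fold with IMO-3100 (standard error 0.34, adjusted p = 8.44e-05) and 12.1-fold with IMO-8400 (standard error 0.34, adjusted p = 2.58e-06), with a difference of -1.03 (95% interval -1.74 to -0.31) on the log2 scale (adjusted p = 0.0916). Of 16 members, 4 fell with IMO-3100 (4 when adjusted over the list alone) and 1 rose (1), with a median log2 fold change of -0.13 (camera, adjusted p = 0.573, and adjusted p = 0.959 with an estimated correlation). With IMO-8400, 3 fell (3 over the list alone) and 1 rose (1), with a median of -0.10 (camera, adjusted p = 0.274, and adjusted p = 0.863 with an estimated correlation). Beside Il1b, the alarmin Il33 fell by 1.29 on the log2 scale with IMO-3100 (standard error 0.41, adjusted p = 0.0250), a call that ended without saline replicate 13 or IMO-3100 replicate 6, and fell by 1.78 with IMO-8400 (standard error 0.41, adjusted p = 0.00366). The IL-18 receptor subunit Il18rap fell by 2.47 and fell by 1.69 (adjusted p = 0.00111 and 0.0113). The IL-36 genes Il1f6, Il1f8 and Il1f9 had log2 fold changes of -0.16 (standard error 0.49), 0.06 (standard error 0.37) and -0.44 (standard error 0.42) with IMO-3100 and of -0.14 (standard error 0.49), -0.06 (standard error 0.37) and -0.27 (standard error 0.42) with IMO-8400, and none of them passed. Genes of NF-κB signaling had a median log2 fold change of -0.36 with IMO-3100, with 3 of 16 lower (3 when adjusted over the list alone; camera, adjusted p = 0.0701, and adjusted p = 0.663 with an estimated correlation). This list passed without IMO-3100 replicate 7 (adjusted p = 0.0399). With IMO-8400 the median was -0.39, with 1 lower (1; camera, adjusted p = 0.0198, and adjusted p = 0.517 with an estimated correlation). Bcl3, a cofactor of NF-κB and the member that fell with IMO-8400, fell by 1.15 and fell by 1.35 (adjusted p = 0.00644 and 0.00207). Traf1, an adaptor that NF-κB induces, fell by 1.21 with IMO-3100 (standard error 0.23, adjusted p = 0.00139) and had a log2 fold change of -0.96 (standard error 0.23, adjusted p = 0.00572) with IMO-8400. With IMO-8400 it passed when saline replicate 14 or 15 or IMO-8400 replicate 3 or 5 was left out. Nfkb2 fell by 1.01 with IMO-3100 (standard error 0.16, adjusted p = 0.000424) and had a log2 fold change of -0.58 (standard error 0.16, adjusted p = 0.0138) with IMO-8400. The fall of Nfkb2 did not pass the FCH threshold without saline replicate 13 or 15 or IMO-3100 replicate 8 or 9 (values up to -0.93).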

IL1 decreased 6-fold with IMO-3100 and 12-fold with IMO-8400 and decline in NFkB mRNA was observed. 

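Of 10 measured genes for receptors that share the common gamma chain (CD132) and for their kinases and transcription factors, 5 fell with IMO-3100 (5 when adjusted over the list alone, median log2 fold change -0.90, or -0.65 with members near background at their bound; camera, adjusted p = 0.00465, and adjusted p = 0.436 with an estimated correlation). With IMO-8400, 5 fell (5 over the list alone, median -0.76, or -0.49 with members near background at their bound; camera, adjusted p = 0.00957, and adjusted p = 0.420 with an estimated correlation). The same 5 genes fell with both antagonists, namely Il2ra, Il2rb, Il4ra, Il21r and Jak3. Il2ra, the α-chain of the IL-2 receptor, fell by 3.05 with IMO-3100 (standard error 0.23, adjusted p = 1.75e-07) and fell by 1.79 with IMO-8400 (standard error 0.23, adjusted p = 5.56e-05). It was the member that differed between the antagonists, higher with IMO-8400 by 1.26 (95% interval 0.78 to 1.74) (adjusted p = 0.0105). Il4ra, the receptor chain for IL-4 and IL-13, fell by 1.37 and fell by 1.47 (adjusted p = 0.00750 and 0.00428). Il2rb, the β-chain of the IL-2 receptor, fell by 1.93 and fell by 1.34 (adjusted p = 0.00616 and 0.0409). Its call with IMO-8400 ended without saline replicate 11, 12 or 13 or IMO-8400 replicate 1, 2 or 4, with adjusted p up to 0.0998. Jak3, the kinase bound to the common gamma chain, returned to near background with both, at least 1.73-fold lower (adjusted p = 0.000864 and 0.000478). Its level in saline mice was low, at 3.79 ± 0.83 (SD, n = 5), and with values under 4 set to 4 Jak3 was not called for either antagonist (log2 fold change -0.25). Il7r, the receptor for IL-7, had log2 fold changes of -0.23 (standard error 0.35) and -0.12 (standard error 0.35) (adjusted p = 0.682 and 0.850).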

Several cytokine receptors that signal though CD132 and JAK3 were down-regulated. The results of GSEA analysis, which evaluated global treatment effects for the entire set of genes, yielded similar results. 

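Among further gene groups, those of IL-23 signaling, T cells, cytotoxic cells and the cell cycle fell with both antagonists. Of 30 genes of IL-23 signaling, 10 fell with IMO-8400 (11 when adjusted over the list alone; camera, adjusted p = 8.43e-06, and adjusted p = 0.280 with an estimated correlation) and 11 with IMO-3100 (11; camera, adjusted p = 3.93e-05, and adjusted p = 0.361 with an estimated correlation). Of 22 genes of JAK-STAT signaling, 3 fell with IMO-8400 (3 over the list alone), with a median log2 fold change of -0.18 (camera, adjusted p = 0.0300, and adjusted p = 0.552 with an estimated correlation). With IMO-3100, 2 fell (2), with a median of -0.21 (camera, adjusted p = 0.143, and adjusted p = 0.741 with an estimated correlation). Stat4, which transmits IL-12 and IL-23 signals, fell by 2.40 with IMO-3100 (standard error 0.39, adjusted p = 0.000448) and fell by 2.48 with IMO-8400 (standard error 0.39, adjusted p = 0.000305). T cell genes fell in 10 of 16 members with IMO-3100 (10 when adjusted over the list alone; camera, adjusted p = 0.000120, and adjusted p = 0.361 with an estimated correlation) and in 6 with IMO-8400 (7; camera, adjusted p = 0.000561, and adjusted p = 0.420 with an estimated correlation). Cytotoxic and NK cell genes fell in 7 of 13 members (8 over the list alone; camera, adjusted p = 0.000957, and adjusted p = 0.451 with an estimated correlation) and 6 (8; camera, adjusted p = 0.00253, and adjusted p = 0.461 with an estimated correlation). The count with IMO-3100 was 4 without IMO-3100 replicate 8 and 10 without naïve replicate 16. Cell cycle genes fell in 15 of 31 members with IMO-3100 (15 over the list alone, median -0.995; camera, adjusted p = 7.38e-12, and adjusted p = 0.361 with an estimated correlation) and in 19 with IMO-8400 (19, median -1.21; camera, adjusted p = 1.49e-14, and adjusted p = 0.297 with an estimated correlation). The mitotic kinase Aurka fell by 2.01 and fell by 1.67, and Cd8a fell by 1.91 and fell by 1.72 (adjusted p = 0.000122, 0.000419, 0.00568 and 0.00975). The type I interferon signature had a median of 0.24 with IMO-3100 (camera, adjusted p = 0.213, and adjusted p = 0.944 with an estimated correlation) and of -0.63 with IMO-8400, with which 1 of 20 fell (0 over the list alone; camera, adjusted p = 0.0198, and adjusted p = 0.754 with an estimated correlation). The latter call ended without saline replicate 12 or IMO-8400 replicate 1 (adjusted p up to 0.0742). By exact permutation of the list means against saline, the adjusted p of this signature with IMO-8400 was 0.107. Its list mean per mouse was 11.7 ± 0.32 (SD, n = 5) with IMO-3100 and 10.8 ± 0.47 with IMO-8400, compared with 11.5 ± 0.55 in saline and 9.87 ± 1.35 in naïve mice. Between the list means of the antagonists, exact permutation gave p = 0.0159 and an adjusted p of 0.105 over the 33 lists. Irf7, a transcription factor of the interferon response, had log2 fold changes of -0.05 (standard error 0.49) and -0.82 (standard error 0.49) (adjusted p = 0.981 and 0.224). Toll-like receptors and adaptors had a median of -0.05 with IMO-3100 (camera, direction higher, adjusted p = 0.964, and adjusted p = 0.996 with an estimated correlation) and -0.35 with IMO-8400, with which 1 of 21 fell (1 over the list alone; camera, adjusted p = 0.0198, and adjusted p = 0.600 with an estimated correlation; adjusted p = 0.0593 without IMO-8400 replicate 4), and the antagonists differed by -0.54 (2 members lower over the list alone; camera, adjusted p = 0.00117, and adjusted p = 0.971 with an estimated correlation).

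**Figure D5:**
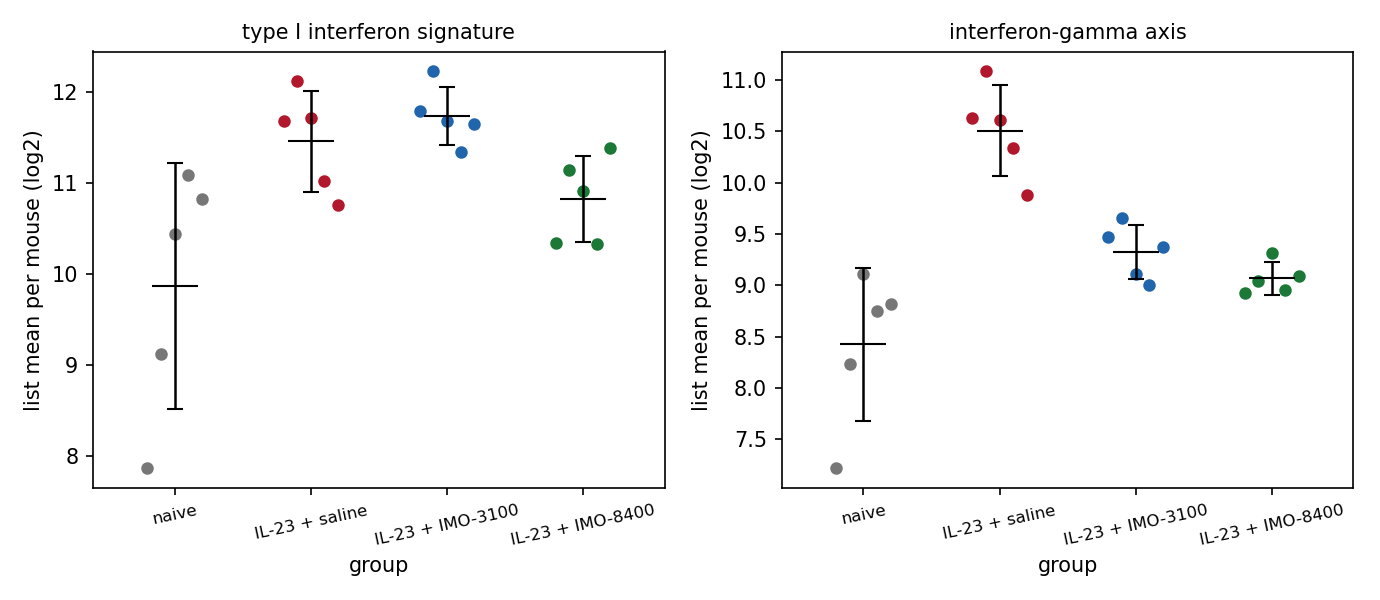
List mean per mouse on the log2 scale (y axis) of type I interferon genes (left) and of interferon-γ axis genes (right) in the 4 groups of 5 mice, with the group mean and SD (black bars). For the interferon-γ axis the means are 8.43 in naïve, 10.5 in saline, 9.32 in IMO-3100 and 9.07 in IMO-8400 mice.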

Down-regulation of genes overexpressed in keratinocytes cultured with IL-17, IFNγ and IL1 as well as the JAK-Stat pathway and IL-23, IL-12 and IL-27 canonical pathways following IMO-8400 treatment (Table 3). Interestingly, the type I diabetes pathway was found to be down-regulated following treatment as well.

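Of 22 measured genes of the type I diabetes pathway, 3 fell with IMO-3100 (4 when adjusted over the list alone, median log2 fold change -0.37, or -0.27 with members near background at their bound; camera, adjusted p = 0.0270, and adjusted p = 0.462 with an estimated correlation). With IMO-8400, 4 fell (4 over the list alone, median -0.31, or -0.13 with members near background at their bound; camera, adjusted p = 0.0196, and adjusted p = 0.420 with an estimated correlation). The members that fell with both were Fasl, Ifng and Il1b, and Gzmb fell with IMO-8400. Fasl, which encodes the ligand of the death receptor Fas, fell by 2.91 with IMO-3100 (standard error 0.38, adjusted p = 8e-05) and fell by 2.74 with IMO-8400 (standard error 0.38, adjusted p = 0.000106). Gzmb, the gene of granzyme B, had a log2 fold change of -2.02 (standard error 0.74, adjusted p = 0.0513) with IMO-3100 and fell by 2.53 with IMO-8400 (standard error 0.74, adjusted p = 0.0167). Gzmb passed with IMO-3100 only without naïve replicate 16 or 18, saline replicate 15 or IMO-3100 replicate 7, with values of -2.02 to -2.38. The antagonists differed by -0.51 (95% interval -2.07 to 1.04) in Gzmb and by 0.17 (95% interval -0.63 to 0.98) in Fasl. With IL-23 alone, 8 of these genes had risen (8 over the list alone; camera, adjusted p = 0.000594, and adjusted p = 0.194 with an estimated correlation), and 5 without naïve replicate 16. Without saline replicate 11 the adjusted p of the list with IMO-3100 was 0.0654.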

**Table 2:** Selected list of murine genes orthologous to inflammatory genes implicated in psoriasis pathogenesis that are regulated by TLR antagonists.

Symbol	Description	Fold ChangeIL-23 +Saline	Fold ChangeIL-23 +IMO-3100	Fold ChangeIL-23 +IMO-8400
**Defb3**	defensin beta 3	1012.96	-20.76	-16.62
**Cxcl1**	chemokine (C-X-C motif) ligand 1	120.8	-18.62	-7.54
**Cxcl1**	chemokine (C-X-C motif) ligand 1	109.08	-15.37	-6.50
**Il6**	interleukin 6	94.80	-98.77	-98.23
**Il1b**	interleukin 1 beta	55.03	-5.94	-12.11
**Lcn2**	lipocalin 2	53.35	-5.83	-3.87
**Cxcl1**	chemokine (C-X-C motif) ligand 1	47.74	-13.51	-7.05
**S100a8**	S100 calcium binding protein A8 (calgranulin A)	36.88	-3.33	-2.11
**Defb4**	defensin beta 4	30.65	-20.58	-29.92
**S100a9**	S100 calcium binding protein A9 (calgranulin B)	30.44	-2.18^1^	-1.50^2^
**Cxcl11**	chemokine (C-X-C motif) ligand 11	29.81	-29.61	-28.68
**Il24**	interleukin 24	27.08	-27.08	-27.08
**Il1f6**	interleukin 1 family, member 6	23.85	-1.10^2^	-1.12^2^
**Cxcl9**	chemokine (C-X-C motif) ligand 9	21.68	-16.00	-20.66
**Ifng**	interferon gamma	19.77	-8.45	-11.57
**Tbx21**	T-box 21 (T-bet)	13.66	-2.45	-1.76^1^
**Cxcl10**	chemokine (C-X-C motif) ligand 10	13.08	-2.50	-2.98
**Il17a**	interleukin 17A	12.89	-12.84	-12.55
**Krt16**	keratin 16	11.92	-3.23	-2.07
**Tnfsf10**	tumor necrosis factor (ligand) superfamily, member 10	8.69	-5.44	-7.95
**Cxcl2**	chemokine (C-X-C motif) ligand 2	8.05	-5.10	-7.44
**Ccr2**	chemokine (C-C motif) receptor 2	7.26	-13.83	-13.84
**Il1f8**	interleukin 1 family, member 8	6.97	1.04^2^	-1.04^2^
**Ccr2**	chemokine (C-C motif) receptor 2	6.41	-4.97	-6.35
**Stat1**	signal transducer and activator of transcription 1	4.69	-1.87^2^	-3.60
**Il1f9**	interleukin 1 family, member 9	3.81	-1.36^2^	-1.21^2^
**Il1f5**	interleukin 1 family, member 5 (delta)	3.53	-1.06^2^	1.02^2^
**Il21r**	interleukin 21 receptor	3.06	-2.47	-2.85
**Cxcr3**	chemokine (C-X-C motif) receptor 3	3.04	-1.80^2^	-1.77^2^
**Il1f5**	interleukin 1 family, member 5 (delta)	2.46	1.01^2^	1.08^2^

^1^ FDR is not statistically significant

^2^ FCH does not reach significance threshold

**Table 3:** GSEA analysis for the effect of IMO-8400 over canonical pathways (C2 collection) and psoriasis related pathways (a selection of the significant pathways is presented).

**MolSigDb C2 collection**	N	ES	NES	FDR
IL-23 Pathway (PID)	31	-0.84	-2.57	<10^-4^
Cytokine Receptor Interaction (KEGG)	191	-0.61	-2.54	<10^-4^
Cell Cycle (Reactome)	344	-0.55	-2.46	<10^-4^
IL-12 Pathway (PID)	56	-0.68	-2.35	<10^-4^
Graft Versus Host Disease (KEGG)	23	-0.80	-2.24	4.94E-05
IL-27 Pathway (PID)	23	-0.77	-2.23	4.09E-05
Type I Diabetes Mellitus (KEGG)	24	-0.75	-2.17	1.01E-04
Natural Killer Cell Mediated Cytotoxicity (KEGG)	93	-0.58	-2.15	3.23E-04
Allograft Rejection (KEGG)	22	-0.76	-2.12	5.30E-04
Chemokine Signaling Pathway (KEGG)	161	-0.50	-2.04	0.0017
JAK-STAT Signaling Pathway (KEGG)	113	-0.52	-2.02	0.0019
Interferon Signaling (Reactome)	117	-0.51	-2.00	0.0023
Toll Endogenous Pathway (PID)	23	-0.70	-1.99	0.0029
Toll-Like Receptor Signaling Pathway (KEGG)	81	-0.53	-1.96	0.0046
STAT3 Pathway (ST)	11	-0.81	-1.90	0.0076
IL-6 Pathway (PID)	44	-0.53	-1.76	0.0293
**Psoriasis-related gene sets**				
Genes down-regulated after 2 weeks of IL-17 antagonist Ixekinumab	675	-0.57	-2.70	<10^-4^
Up-regulated by IFN**γ**in Normal Skin (JID, 2012)	722	-0.53	-2.54	<10^-4^
KC IL-17 Up	41	-0.72	-2.36	<10^-4^
RHE IFNγ Up	178	-0.56	-2.33	<10^-4^
Fibroblasts IL-17 Up	37	-0.73	-2.29	<10^-4^
Additive IL-17 & IL-22 KC	19	-0.74	-2.02	3.51x10^-4^
Synergistic IL-17 & IL-22 KC	26	-0.67	-2.00	4.05 x10^-4^
KC IFNα Up	24	-0.69	-1.98	6.19 x10^-4^
Additive IL-17 & TNFα in KC	165	-0.43	-1.76	0.0062
Synergistic IL-17 & TNFα in KC	128	-0.38	-1.51	0.0386
KC TNF Up	460	-0.31	-1.42	0.0633
KC IFN**γ**Up	872	-0.28	-1.33	0.0957

N = number of genes detected in each pathway

## Discussion

While several different inflammatory models in mouse skin have shown some features that are consistent with human psoriasis, it is clear that not all features of disease are represented within the available models. At present, psoriasis is best defined by the array of genes that are dysregulated in diseased tissue, identified by comparison of LS to NL tissue across multiple studies and with a meta-analysis of different studies consistently showing greater than 1000 genes, collectively defining the psoriasis transcriptome [36]. The study with the largest number of samples, Suárez-Fariñas et al. [39], has detected more than 4000 genes that are dysregulated by criteria of greater than 2 FCH and a FDR <0.05. In this study, we first sought to determine the extent by which the IL-23 model reflects molecular and inflammatory pathways expressed in human psoriasis and secondly, to determine how this model relates to other inflammatory models where transcriptome profiles have been made available. Within this context, the key inflammatory pathways in psoriasis, such as IL-23 stimulated activation of IL-17 and downstream genes, are well represented. Also, the IL-23 model produces the least amount of Th2 activation, which in conjunction with Th17, Th22 and IFNγ are the defining elements of inflammation in psoriasis. High expression of IFNα related genes in LS skin has further implicated an important role for Type I IFNs in pathogenesis of psoriasis [40], [41].

TLR antagonism may represent a strategy for regulating the complex inflammatory environment in skin caused by psoriasis. A previously published study by Jiang et al., examined a TLR7, 8, and 9 antagonist in the IL-23 mouse model, focusing on psoriasis related cytokines as measured by RT-PCR [24]. The transcripts identified in that paper confirmed many of the cytokines that were detected in this study using gene array analysis and thus additional confirmation was rendered unnecessary. The data presented here extends the analysis initiated by Jiang et al., by measuring the entire IL-23 mouse transcriptome, including the regulation of many genes under cytokine-driven pathways. Use of gene arrays has permitted a deeper analysis of the inflammatory pathways that may be regulated by TLRs. An earlier study that indicated that TLR7 may be involved in psoriasis pathogenesis made the observation that application of IMQ could induce psoriatic lesions at sites of inflammation. The mechanism of this was suggested to be through activation of TLR7 on pDCs, leading to increased production of IFNs, with downstream effects on several inflammatory pathways regulated by IFN-induced genes [42]. pDCs also express TLR9, which although differs in which ligands it binds, shares a similar mode of endosomal transport and signaling pathway with TLR7 [43]. Hence, if activated, TLR9 might play a similar pathogenic role in psoriatic inflammation. In contrast, TLR8 is expressed mainly by mDCs [44], which are the dominant cell population in psoriasis lesions [45], and where activation of this TLR would be predicted to activate NFkB responsive pathways [46], which may include IL-23 production from DCs. Evidence that TLR7, 8 and 9 may participate in psoriasis pathogenesis is also suggested by the ability of LL-37-RNA and DNA complexes to activate pDCs and mDCs. Normally, the interaction between TLRs with endocytosed viral nucleic acids results in activation of mDCs and pDCs. In psoriasis, self-DNA and -RNA may be bound by LL-37, conferring protection against extracellular degradation and consequently allowing access to endosomal TLRs. Complexed DNA and LL-37 activates pDCs via TLR9, resulting in IFNα secretion [29]. Alternatively, self-RNA and cathelicidin complexes are also able to directly stimulate pDCs by binding to TLR7 and can also trigger mDCs through activation of TLR8 [28].

Another consideration is that of the role of TLRs in keratinocytes. In addition to producing elevated levels of cathelicidin, keratinocytes in psoriatic LS skin have been found to express significantly higher levels of TLR9 mRNA in comparison to NL psoriatic skin or that of atopic dermatitis. Additionally, when cultured with LL-37, keratinocytes further increased expression of TLR9 mRNA in vitro [47]. Activation of TLR3, 4, 5, and 9 in keratinocytes with various PAMPs has led to nuclear translocation of subunit p65 of NFkB in vitro [46]. The observed TLR activation in keratinocytes and subsequent triggering of NFkB, offers a potential mechanism by which keratinocytes may participate in IL-17 and TNF regulated inflammatory pathways. Keratinocytes respond to IL-17 with an up-regulation of neutrophil-attracting chemokines as well as CCL20, which interacts with CCR6+ cells including mDCs and Th17 cells that subsequently may become part of the lesional environ [48]. Although the exact role of TLRs in keratinocytes is not yet fully understood, further study is clearly warranted. Recently, the TLR7 and 9 antagonist used in this study, IMO-3100, was tested in a Phase 2 psoriasis treatment trial [25]. Although prior examination of a TLR7, 8, and 9 antagonist has been conducted in the IL-23 mouse model [24], no study prior to this has allowed for characterization of how gene circuits may be differentially affected by TLR7 and 9 vs. TLR7, 8, and 9 antagonism. Results presented herein suggest targeting TLR7, 8, and 9 impacts a broader array of IL-23-induced inflammation pathways than does targeting TLR7 and 9. This may also translate into future trials where targeting TLR7, 8, and 9 may be more efficacious in treating psoriasis. Additionally, although results of the clinical trial of the TLR7/9 antagonist are still being analyzed, transcriptomic data from the IL-23 model herein provides biomarker pathways that may be analyzed in psoriasis patients undergoing trials with TLR antagonists.

The shift in disease-associated gene expression of IL-17 and IL-23 towards normal levels in the IL-23 mouse following treatment with TLR antagonists suggests a potential role for TLRs in the psoriatic inflammatory cascade. It appears that TLR-regulated innate immune pathways may be an important facet of the cutaneous immune system in normal individuals [35]. Additionally, the involvement of various immune cell types in TLR signaling and the potential utility of TLR antagonists in cutaneous inflammatory diseases further necessitates that greater efforts be made in understanding the roles that these endosomic receptors fulfill within skin.

## Materials and Methods

### Animals

All protocols were approved by the Idera Institutional Animal Care and Use Committee. Female C57BL/6 mice, age of 6 weeks, were purchased from The Jackson Laboratory (Bar Harbor, ME). Mice were housed at the Idera Pharmaceuticals, Inc. animal facility for 1 week before initiating the study. All protocols were approved by the Idera Institutional Animal Care and Use Committee (n=5 per group).

### Induction of disease

Induction of lesions on dorsal skin was achieved by daily intradermal injection of recombinant murine IL-23 (3 µg, eBioscience, San Diego, CA) from day 1 to 4 in 100μl PBS. IL-23-treated mice were injected subcutaneously at a distal site with 15 mg/kg of each antagonist in 100μl PBS or, with 100μl PBS on day 4, 5 and 6 (n=5 per group). All mice were euthanized on day 7 and skin samples at the IL-23 injection site were collected for evaluation.

### Synthesis and purification of TLR antagonists

The antagonist oligonucleotides IMO-3100 and IMO-8400 were synthesized and purified as described earlier [49], [50] and contained < 0.075 EU/mg of endotoxin measured by the Limulus assay (Bio-Whittaker, Walkersville, MD). 

### Microarray Hybridization

Skin biopsies were stored in RNA Later at –20°C until used. Skin total RNA was isolated using RNeasy Mini kit (Qiagen, Valencia, CA) by a modified protocol. Briefly, 20mg of skin samples were homogenized in 700μl QIAzol Lysis reagent (Qiagen), followed by 140μl chloroform (Sigma, St. Louis, MO) and aqueous phase was collected after centrifugation at 12000 ×g for 15 minutes at 4°C. Absolute ethanol was added to the aqueous phase at 1.5 volume, mixed and loaded on to RNeasy Mini spin columns. Total RNA was purified according to the manufacture’s suggestion and later hybridized to GeneChip *mouse4302* (Affymetrix, Santa Clara, CA). Raw data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through accession number GSE50400.

### Statistical analysis

Affymetrix (Santa Clara, CA) CEL files were scanned using software packages Harshlight [51] and arrayQualityMetrics from R/Bioconductor (www.bioconductor.org). Expression values (in log_2_-scale) were obtained using the GCRMA algorithm. Genes with expression higher than 2 in at least 3 samples and standard deviation of 0.1 were included in the statistical analysis. To identify DEGs moderated t-tests were used in the *limma* package framework. Resultant P-values were adjusted for multiple hypotheses using the Benjamini–Hochberg procedure, which controls the FDR. The cutoffs used to determine DEGs were FDR<0.05 and FCH>2. Annotation, including orthologs between human and mouse, were retrieved using R’s package biomart. 

The overlap between the top k genes in the murine transcriptome and their orthologs on the published human transcriptome was determined for k=1,…,5000. For each rank k, the top k murine genes were identified and the overlap between them and the mouse orthologs of the human transcriptomes was determined. Confidence Interval for the null hypothesis of random overlap between human and mouse was estimated via simulations. For each rank k (k=1,…K) , k genes in the murine transcriptome were randomly selected without replacement, and the overlap with the murine orthologs of the humans transcriptome was calculated. The empirical distribution of the overlap under randomness was estimated by repeating this procedure 5000 times.

## Supporting Information

Figure S1 **Overlap of ranked gene sets between mouse models and MAD3.** Ranked gene overlap analysis was performed for 5 previously published mouse models and the IL-23 mouse model, using MAD3 as the human psoriasis reference transcriptome. The red and dark blue lines in each figure respectively represent overlap between top and bottom ranked human orthologs from the murine model transcripts with MAD3. Light blue regions represent overlap as predicted under the null hypothesis. Results correlated with those previously described [18], except that the IL-23 model included in our analysis exhibited slightly superior overlap of up-regulated genes with human, compared to the K14-AREG and K5-TGFβ1 models, which otherwise overlap best with psoriasis vulgaris. With respect to down-regulated transcripts, the K14-AREG and K5-Tie-2 models are roughly comparable to the IL-23 model.
(TIF) Click here for additional data file.

Table S1 **The IL-23-induced mouse model transcriptome.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

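Gene expression in full-thickness mouse skin was measured on 20 whole-genome Affymetrix mouse arrays, 1 array per mouse, so that replicates are separate mice. The 4 groups of 5 mice were naïve mice and mice injected with IL-23 and then given saline, IMO-3100 or IMO-8400. The number of arrays limits the precision of each value. Conditions were taken from the sample records of the series, with the antagonists at the dose the paper gives. The record of the series speaks instead of 2 doses of 1 antagonist. Replicates 1 to 5 stand for IMO-8400, 6 to 10 for IMO-3100, 11 to 15 for saline and 16 to 20 for naïve mice.

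The deposited table holds GCRMA expression values on the log2 scale for the probe-sets of the array, as the authors made them, and these values were used without further normalization. The version of GCRMA is not given in the sources used here. Every array has a lowest value of 2.0, which GCRMA assigns to probe-sets without signal, and the table has no detection calls. A group whose 5 arrays all lay below 3 was therefore taken as near background. A fold change against such a group is given as a lower bound, with its values raised to 3. Where only some of the 5 arrays lay below 3 the fitted value is given, and its size then depends in part on that lowest value. No fold change is given where both groups were near background. Probe-sets were assigned to genes by the annotation of the array platform. Of all probe-sets, 34958 had a single symbol, 932 several and 9211 none, and 34754 of those with a single symbol were matched by their Entrez identifier, with no symbol changed by the match. Some genes were held back from these data and are not reported.

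Probe-sets with a value above 2 in at least 3 arrays and an SD above 0.1 were tested, as in the methods of the paper, which left 30960 probe-sets and 13909 genes with a single symbol. A linear model with 4 group means was fitted in limma 3.58.1 (R 4.3.3) with lmFit and eBayes. The comparisons were IL-23 and saline against naïve, each antagonist against saline, and IMO-8400 against IMO-3100. P-values were adjusted by the Benjamini-Hochberg method over the tested probe-sets, and DEGs are probe-sets with an FDR under 0.05 and a FCH over 2. Intervals are 95% intervals of limma for genes and of the difference of means for measures per mouse.

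The share of IL-23 DEGs changed by an antagonist counts IL-23 DEGs that were DEGs in the opposite direction against saline. The improvement of a probe-set is the log2 difference between antagonist and saline means as a percentage of that between naïve and saline means, averaged over the IL-23 DEGs. The paper's text does not define its improvement. The average FCH towards recovery is 2 to the power of the mean log2 change towards the naïve level. Since the comparisons share the saline arrays, the shares were also computed with the saline arrays split 3 and 2 in all 10 ways. They were computed as well with 20 simulated groups without any change against saline. Principal components were computed from the centred values of the tested probe-sets. Measures per mouse were compared by two-sided exact permutation tests over all 252 divisions of 10 mice.

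The 33 gene lists of pathways, cell types and tissues were written from general knowledge after reading the paper, since its own gene sets are not analysed here. Each gene was represented by the probe-set with the highest mean. Lists were tested with camera in limma at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. List members are also counted with p-values adjusted over the list alone. List means per mouse were compared by exact permutation, a test chosen after the data were seen.

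Genes named in the text follow a rule with 3 parts. The first part is every gene of Table 2 and every gene that the results text names, at the probe-set of Table 2 where the part of Table S1 at hand (1853 entries) identifies it. The 2 entries of Il1f5 were assigned to their probe-sets by the order of their fold changes, after the values were seen. The second part is, for each comparison, the 10 genes with the largest rise and the 10 with the largest fall among DEGs whose groups do not overlap, whose means are both at least 3 and which have a single symbol. The third part is, in each list and comparison, up to 4 DEGs with the largest change and any member singled out as not passing. The values of Table 2 and of Table S1 at hand had been seen. Genes outside the rule, named because a count was small or a member was singled out, were chosen after their values were seen.

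The tests, lists, naming rule and alternatives were set before the data were examined, except where the text says otherwise. The alternatives were no filter, a stricter filter (a value above 4 in at least 5 arrays), values under 4 set to 4, a common 75th percentile of the arrays, quantile normalization, a model of the 2 groups compared alone, a variance prior with trend and robust estimation, array weights, limma's treat against a 2-fold change, 1 probe-set per gene and the omission of cross-hybridizing probe-sets. Each array was left out in turn (for principal components each naïve array), and other probe-sets of a gene, the mean of a gene's probe-sets, background bounds of 2.5 and 4, scaled principal components, other definitions of improvement and DEGs in either direction were tried. Alternatives added after the data were seen were the omission of naïve arrays 16 and 17, the omission of naïve arrays 16 to 18, the mean of the hair follicle genes as a covariate and the exact permutation of list means.

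The steps were tested on simulated data. Of changes of 4-fold, 89.6% to 92.5% were called as DEGs, of 8-fold 95.5% to 98.5% and of 2-fold 34.3% to 41.8%, with at most 4 false calls among 30760 unchanged probe-sets. Simulated improvements of 25% and 50% were recovered as 23.7% and 50.0%, and of 30 simulated lists the 1 shifted list was called. Mice far from the others of their group were sought with Dixon's ratio above 0.710, and single genes were tested where the group spanned at least 1 on the log2 scale. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and random draws used the seed 20131227. The result of 1 gene that changed is not reported here by itself and is counted only within its list.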

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

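Of the tests in this part, the 4 of the hair follicle genes, the test of macrophages and the exact permutation of list means were chosen after the results were seen, and the bounds for RNA degradation and for macrophages were reworded after their values were seen. The tests of array scaling and of time of day were chosen before.

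Hair shaft and anagen follicle genes and melanocyte genes, which the paper does not discuss, were lower after IL-23 than in naïve skin (camera, adjusted p = 1.43e-06, and adjusted p = 0.407 with an estimated correlation, for hair and adjusted p = 0.00406, and adjusted p = 0.407 with an estimated correlation for melanocytes). Within the naïve mice the list mean of the hair genes spanned 9.50 on the log2 scale, more than the 5.49 between the naïve and saline means, which argues against IL-23 alone as what sets their level. The signal ratio of 3' to 5' control probes, taken for actin and Gapdh singly, lay above the range of the 5 saline arrays in 2 naïve arrays, replicates 16 and 17, which had the highest means of the hair genes. IMO-8400 replicates 1 to 4 and IMO-3100 replicates 6, 8, 9 and 10 also lay above that range for actin (0.837 to 0.947). Naïve replicates 16 and 17 lay at 0.860 and 0.903. Hair gene means in those treated mice, which also had IL-23, were 2.74 to 3.01, against 12.9 and 11.5 in the 2 naïve mice. The other 3 naïve arrays lay within or below the saline range, among them replicate 18 with a hair gene mean of 9.37. These values argue against RNA degradation alone as what raised the hair genes in these arrays. With the mean of the hair genes as a covariate, 1936 of the 2762 calls lower with IL-23 (70.1%) were kept, so that the hair cycle is not the whole cause of those calls. Of 10 pairs of naïve mice 0 had the other order in the melanocyte genes. Different stages of the hair cycle among the naïve mice, a biological difference, remain a candidate explanation. An effect of IL-23 on the follicle was not tested apart from the hair cycle.

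Genes of the type I interferon signature had lower values with IMO-8400 than with IMO-3100, with 0 of 20 members past both DEG thresholds (camera, adjusted p = 2.8e-07, and adjusted p = 0.971 with an estimated correlation). By exact permutation of the list means the adjusted p was 0.105. In the list means per mouse the difference was -0.91 (standard error 0.26, n = 5 mice each), and that of monocyte and macrophage genes was -0.47 (standard error 0.12). The first minus the second was -0.44 (95% interval -0.97 to 0.09), so that fewer macrophages in IMO-8400 skin and lower interferon genes within cells cannot be told apart with 5 mice per group. With arrays scaled in the 2 other ways the adjusted p of camera was 9.27e-07 and 1.87e-06. This cannot decide on array scaling, since camera compares a list with the other genes and a common shift of an array hardly changes it. Either scaling moved the median of all probe-sets in this comparison by -0.02 on the log2 scale, and the median of the list was -0.87. A stronger block of the interferon response by IMO-8400, the biological explanation, was not tested apart from fewer macrophages.

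Clock genes, outside those the paper discusses, were higher with IMO-3100 (4 of 12 members, 4 when adjusted over the list alone, median 0.75; camera, adjusted p = 0.00227, and adjusted p = 0.361 with an estimated correlation) and with IMO-8400 (5, 5 over the list alone, median 0.82; camera, adjusted p = 0.00216, and adjusted p = 0.280 with an estimated correlation) than with saline. Tissue collected at another time of day would lower Bmal1 and Npas2, which oppose the other members in the daily rhythm, and their mean change was -0.30 with IMO-3100 and 0.26 with IMO-8400. The time of collection and an effect of the antagonists on clock genes cannot be told apart, since the signs of these values differ between the groups and the sources used here give no time of day. An effect of the antagonists on these genes, the biological explanation, was not tested apart from it.

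The improvement of the IL-23 DEGs differed between the antagonists before adjustment (exact permutation test, p = 0.0397) and not after it (adjusted p = 0.0758 over 21 tests). The unadjusted p was above 0.05 when any 1 of 9 arrays was left out, and it was 0.492 with the hair follicle covariate. The covariate run cannot decide whether the hair genes explain the difference, since improvement is defined on group means. The position on PC1 differed as well (exact permutation test, p = 0.0159, adjusted p = 0.0370), and not without naïve replicate 16 (p = 0.103) or with scaled probe-sets (p = 0.190). Among the lists, Toll-like receptors and adaptors (camera, adjusted p = 0.00117, and adjusted p = 0.971 with an estimated correlation), B cells (median difference -0.79, 1 of 6 members lower over the list alone; camera, adjusted p = 0.0128, and adjusted p = 0.971 with an estimated correlation) and monocytes and macrophages (camera, adjusted p = 0.0136, and adjusted p = 0.971 with an estimated correlation; adjusted p = 0.0696 without IMO-8400 replicate 4) were lower with IMO-8400. Genes of the sebaceous gland (median difference 0.41; camera, adjusted p = 0.0138, and adjusted p = 0.971 with an estimated correlation; not passing without IMO-3100 replicate 6 or IMO-8400 replicate 2, adjusted p up to 0.0547) and of the endothelium (0.45; camera, adjusted p = 0.0136, and adjusted p = 0.971 with an estimated correlation) were higher. In the endothelial list Tie1 was the member that passed (1.11, adjusted p = 0.0380), and this call ended without IMO-3100 replicate 8, 9 or 10 or IMO-8400 replicate 1, 2, 3 or 5 (values from 0.99). By exact permutation of the list means, the Toll-like receptor, B cell, macrophage and endothelial lists had p = 0.00794, the smallest possible, and an adjusted p of 0.0655 over the lists.

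Mice far from the others of their group were sought with Dixon's ratio, the gap to the nearest mouse over the range of the group, in 476 groups of 5 mice. The ratio was above 0.710 in 56 groups, where chance gives about 1 in 20. Each value below is the ratio, followed by the mouse's log2 value and the range of the other 4 mice. Naïve replicate 16 lay apart in the means of IL-17-induced keratinocyte genes (0.761, 5.13 against 5.50 to 5.61), the IL-1 family (0.769, 8.44 against 9.44 to 9.74) and the cell cycle (0.729, 10.78 against 9.45 to 9.81), and of cytotoxic and NK cells (0.757, 4.90 against 7.00 to 7.67), dendritic and Langerhans cells (0.788, 7.25 against 8.43 to 8.74) and the endothelium (0.837, 7.12 against 8.11 to 8.31). It did so in the genes Ccr2 (0.737, 9.88 against 11.86 to 12.57), Ccr6 (0.901, 3.29 against 4.77 to 4.93), Ccr7 (0.766, 2.03 against 4.17 to 4.83) and Cd209a (0.786, 7.73 against 9.78 to 10.34). The same mouse stood out in Hlf (0.746, 7.72 against 9.07 to 9.53), Il18rap (0.735, 2.14 against 4.32 to 5.11), Il1f8 (0.773, 7.07 against 8.65 to 9.11) and Il1f9 (0.816, 8.22 against 10.38 to 10.86). It lay apart as well in Il33 (0.802, 8.19 against 10.50 to 11.07), Il7r (0.925, 6.53 against 8.85 to 9.03), Irf4 (0.738, 10.22 against 12.08 to 12.74) and Itgax (0.754, 5.57 against 7.78 to 8.50). Its values were also far from the others in Junb (0.715, 7.41 against 6.11 to 6.48), Lce1m (0.739, 13.87 against 14.65 to 14.93), Lor (0.733, 13.81 against 14.64 to 14.94) and Npas2 (0.779, 9.05 against 10.25 to 10.59). Further genes of this mouse were Retnla (0.940, 12.60 against 14.54 to 14.67), Scd3 (0.798, 10.25 against 12.38 to 12.92) and Stat4 (0.746, 2.59 against 3.89 to 4.34). In naïve replicate 18 it was Defb3 (0.790, 3.33 against 2.25 to 2.48).

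Among the mice given IL-23, single mice stood apart in other lists and genes. In saline replicate 11 it was the mean of mast cells and basophils (0.712, 9.82 against 9.31 to 9.46). The gene Serpina12 (0.798, 4.06 against 6.73 to 7.40) had such a ratio in that mouse. For saline replicate 14 the ratio was high in the mean of red blood cells (0.966, 2.49 against 2.11 to 2.12). The gene Cfap57 (0.843, 4.43 against 2.58 to 2.87) had such a ratio in that mouse. IMO-3100 replicate 6 lay apart in the mean of terminal keratinocyte differentiation (0.790, 12.52 against 13.16 to 13.33). Genes of that mouse with such a ratio were Cfap57 (0.815, 7.45 against 9.39 to 9.83) and Serpina12 (0.772, 11.42 against 12.39 to 12.67). In IMO-3100 replicate 7 it was Fasl (0.840, 5.02 against 3.02 to 3.34). For IMO-3100 replicate 8 the ratio was high in the mean of T cells (0.722, 7.15 against 7.49 to 7.63). Genes of that mouse with such a ratio were Cxcl3 (0.891, 6.23 against 2.0 to 2.48) and Cxcl5 (1.00, 3.07 against 2.0 to 2.0). IMO-3100 replicate 9 lay apart in Defb4 (0.986, 4.78 against 2.04 to 2.07) and Krt6a (0.719, 13.07 against 11.58 to 12.00). In IMO-3100 replicate 10 it was Ccl17 (0.871, 5.57 against 6.72 to 6.89). For IMO-8400 replicate 1 the ratio was high in the mean of red blood cells (0.932, 2.58 against 2.11 to 2.14). The gene Cxcl1 (0.778, 5.29 against 7.01 to 7.51) had such a ratio in that mouse. IMO-8400 replicate 3 lay apart in Ccl17 (0.723, 10.21 against 7.01 to 7.90) and Tyrp1 (0.724, 4.14 against 5.82 to 6.46). In IMO-8400 replicate 4 it was the mean of monocytes and macrophages (0.759, 12.20 against 12.66 to 12.80). Genes of that mouse with such a ratio were Batf (0.712, 7.28 against 8.20 to 8.57), Cd14 (0.954, 10.40 against 11.38 to 11.43), Cd22 (0.887, 6.77 against 8.22 to 8.40) and Chil3 (0.837, 7.80 against 9.33 to 9.63). The rest were Defb3 (0.723, 6.21 against 8.64 to 9.58) and Tlr1 (0.812, 10.88 against 11.82 to 12.04). For IMO-8400 replicate 5 the ratio was high in the mean of hair shaft and anagen follicle (0.941, 5.93 against 2.83 to 3.01). Genes of that mouse with such a ratio were Cxcl3 (0.813, 4.74 against 2.03 to 2.54), Krt25 (0.947, 12.44 against 2.0 to 2.57), Krt27 (0.962, 9.75 against 2.82 to 3.09) and Krt33a (1.00, 7.67 against 2.0 to 2.0).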

How the results depend on the processing

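Of the settings in this part, those without several naïve arrays, with the hair follicle covariate and with exact permutation of list means were chosen after the data were seen. Each change of a single setting was compared with the reported value, and the cause of a change was not tested unless the text gives it. In each alternative run, arrays left out 1 at a time included, the share of IL-23 DEGs changed, the mean improvement, the share improved by over 50% and the average FCH towards recovery were higher with IMO-8400 than with IMO-3100. The PC1 position was higher as well in its own alternatives, which were 2 other filters, scaled probe-sets and each naïve array left out.

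With no filter the number of DEGs between the antagonists was 114, and the shares of IL-23 DEGs changed were 24.7% and 34.1% (IMO-3100 first here and below). With the stricter filter the share with IMO-8400 was 37.8% and the PC1 positions were 34.0% and 45.5%. With the common 75th percentile, and with quantile normalization, the p of the difference in improvement was 0.0556. With a model of the 2 groups compared alone there were 333 DEGs between the antagonists, shares of 28.3% and 40.4% and a p for improvement of 0.0635. With array weights these were 498, 33.4% and 41.5% and 0.0952, with a mean improvement of 49.3% with IMO-3100. With treat, a stricter test by construction, the DEG counts were 1216 for IL-23, 147, 158 and 2 between the antagonists. The shares were then 10.4% and 11.8%, the average FCH 2.48 and 2.87, and the p for improvement 0.103. With 1 probe-set per gene, fewer features by construction, the counts were 2428, 1024, 1221 and 76 and the shares 29.7% and 37.1%. With the saline arrays split, fewer arrays per comparison by construction, the shares were 18.0% and 23.9%. With scaled probe-sets the PC1 positions were 50.5% and 60.8% and their p 0.190. With an estimated correlation 2 lists passed camera for IL-23 and 0 for the antagonists against saline or each other. Exact permutation of list means left 0 lists past the adjustment between the antagonists, where camera at the preset correlation had 6. Values under 4 set to 4, the other variance prior and the omission of cross-hybridizing probe-sets changed none of these results by the limits set for them.

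Without naïve arrays 16 and 17 there were 389 DEGs between the antagonists, shares of 32.0% and 42.9% and a p for improvement of 0.0794. Without naïve arrays 16 to 18 these were 399, 31.0% and 39.4% and 0.167. With the hair follicle covariate the shares were 30.2% and 39.2%, and with IMO-3100 the mean improvement was 47.6% and the share improved by over 50% was 52.5%, with a p for improvement of 0.492. Over the alternatives set beforehand that p ranged from 0.0397 to 0.103 with all arrays.

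With arrays left out 1 at a time, DEG counts ranged from 4699 (without naïve replicate 17) to 5401 (naïve 19) for IL-23, 1633 (saline 13) to 2225 (IMO-3100 replicate 7) for IMO-3100 and 2098 (saline 13) to 2722 (naïve 16) for IMO-8400. Between the antagonists they ranged from 66 (IMO-3100 replicate 8) to 359 (naïve 16), and moved over 1.5 times also without IMO-3100 replicate 9 (106) or 10 (103) and IMO-8400 replicate 1 (82) or 2 (71). The shares ranged from 22.6% (IMO-3100 replicate 8) to 30.4% (naïve 16) and from 31.4% (saline 13) to 41.5% (naïve 16). Mean improvement ranged from 36.4% to 44.8% and from 49.3% to 56.6%, and its p from 0.0317 (naïve 20) to 0.0794 (IMO-3100 replicate 7), no longer passing without naïve 16 or 18, saline 11, IMO-3100 replicate 7, 9 or 10 or IMO-8400 replicate 1, 2 or 4. With each of the 5 naïve arrays left out, the only arrays left out for PC1, its positions ranged from 22.6% to 43.0% and from 33.3% to 52.1% (naïve 20 and 16), and their p from 0.00794 to 0.103 (naïve 19 and 16). Over all 20 arrays left out in turn, the lists past FDR numbered 23 to 24, 16 to 17, 19 to 23 and 5 to 7. Shares improved by over 50% ranged from 34.8% to 43.8% and from 47.7% to 58.7%, and the average FCH from 1.61 to 1.76 and from 1.88 to 2.03. Lists that gained a call were fibroblasts and matrix with IL-23 (without naïve 16, adjusted p = 0.0309), NF-κB with IMO-3100 (IMO-3100 replicate 7, 0.0399), mast cells and basophils with IMO-8400 (saline 12, 13 or 14 or IMO-8400 replicate 3, down to 0.0257), basal keratinocytes with IMO-8400 (without saline 13, 14 or 15 or IMO-8400 replicate 3, adjusted p down to 0.0246) and, between the antagonists, the interferon-γ axis (IMO-3100 replicate 8, 0.0445), hyperplastic epidermis (IMO-3100 replicate 9, 0.0363) and the cell cycle (IMO-8400 replicate 3, 0.0279).

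Over all alternatives, 4303 of 4484 values of lists kept their direction and side of the threshold, 141 lost and 38 gained a call and 2 reversed. Of 27888 values of named genes, 26829 kept both, 733 lost and 315 gained a call and 11 reversed. Of 88 lower bounds, 43 moved by more than the spread, since the bound sets them. Reversed against IL-23 were Camk4 at probe-set 1441974_at (-0.00868), Ighm at 1425247_a_at (-5.35), 1425324_x_at (-3.30), 1427756_x_at (-2.54), 1427869_at (-4.74) and 1427870_x_at (-0.40), and Slc4a1 without naïve arrays 16 to 18 (0.00526). Per2 with IMO-3100 was reversed at probe-set 1457350_at (-0.14). With the hair follicle covariate the macrophage list (adjusted p = 0.645), the hair follicle list (0.585), Krt33a (0.41), Slc4a1 (0.99) and Tyr (0.53) reversed for IL-23. For the hair follicle list the covariate is its own mean, which by construction removes its change.

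The treat, single probe-set and cross-hybridization settings were not run for lists, which need every gene or use 1 probe-set per gene already. All other alternatives set beforehand for a result were run for it. No paired analysis was possible because each mouse gave 1 array and the groups hold different mice. Of 42 counts of 5 or more called members in a list, 7 moved by over 1.5 times without 1 array, among them the type I interferon signature with IL-23 (17, and 9 without naïve 16) and cytotoxic and NK cells with IMO-3100 (7, and 4 without IMO-3100 replicate 8). Of all 96 counts above 0, smaller ones included, 28 moved by over 1.5 times without 1 array. The scalings moved the median of all probe-sets by at most 0.04 on the log2 scale. Signal over background limits what the arrays can show for genes near the lowest value, whose fold changes are given as bounds.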

Differences from the paper's values

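The pairing of Il1f5 entries with probe-sets was chosen after the values were seen, and no other comparison in this part was. A fold change differs here from the paper's when the log2 values lie apart by more than the standard error, and a count or share when one is more than 1.5 times the other. Of the values the paper states for measures computed here, 1 set differs by this rule, that of Ccr2, a chemokine receptor of monocytes. It has 2 entries in Table 2, and the first (7.26 for IL-23, -13.83 for IMO-3100 and -13.84 for IMO-8400) was reproduced at probe-set 1460067_at. For the second the paper's fold changes are 6.41, -4.97 and -6.35. At probe-set 1421186_at, chosen by its mean over the arrays, the values were 1.97, -1.64 and -1.84. Of the alternatives set before the data were examined, probe-set 1421187_at gave 6.41, -4.97 and -6.35, which do not differ, and probe-set 1460067_at, that of the first entry, does not differ for IL-23 and does for the antagonists. Probe-set 1421188_at (1.95, -2.46 and -2.74), the 2 other filters, the floor, the 2 scalings, the model of 2 groups, the other variance prior, array weights, treat, 1 probe-set per gene, the omission of cross-hybridizing probe-sets and each array left out gave values that differ.

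For Cxcl2 the paper's value for IL-23 is 8.05, and the fold change here was 265-fold, which is 8.05 on the log2 scale. It was compared on the log2 scale, where it does not differ, and taken as a fold change it would. Some further values are not equal but do not differ by that rule. For Il1f6 the paper's values are -1.10 for IMO-3100 and -1.12 for IMO-8400, and the values here were -1.12 and -1.10, in the other order. For Cxcl9 the paper's value for IL-23 is 21.68, and the value at the probe-set that matches its antagonist values (-16.0 and -20.7) was 25.4. The paper counts 1726 unique genes higher and 1775 lower with IL-23, and 1637 and 1577 were counted here, with probe-sets of a single symbol.

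The paper states that treated skin resembles naïve skin more than inflamed skin. Over the IL-23 DEGs, the root mean square distance was 1.74 from the naïve mean and 1.24 from the saline mean with IMO-3100. With IMO-8400 it was 1.57 and 1.34. Of the 10 treated mice IMO-8400 replicate 4 alone lay closer to the naïve mean. The distances are not alike, since naïve mice lay 0.59 to 1.52 from their own mean and saline mice 0.47 to 0.51 from theirs. The DEGs also include hair genes, with list means of 8.34 ± 4.19 (SD, n = 5) in naïve and 2.85 in saline mice. These distances alone therefore do not decide the paper's statement. The positions on PC1 and the improvement lie towards naïve skin, as in the paper.

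The paper attributes the larger share with IMO-8400 to added antagonism of TLR8. Of 751 probe-sets changed with IMO-8400 alone, 36 differed between the antagonists by both DEG thresholds, and the shares of 26.2% and 35.8% equal the paper's after rounding. The paper reports a decline of NF-κB mRNA. Nfkb2 passed with IMO-3100 (-1.01) and did not with IMO-8400 (-0.58, adjusted p = 0.0138). The paper finds its JAK-STAT, IL-23 and type I diabetes gene sets lower with IMO-8400, and the lists of these pathways here were lower at the preset correlation and passed no threshold with an estimated correlation.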

Other observations

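The exact permutation tests of list means in this part were chosen after the values were seen. Of 11 genes of mast cells and basophils, 3 fell with IMO-3100 (3 when adjusted over the list alone, median log2 fold change -0.13, or -0.10 with members near background at their bound; camera, adjusted p = 0.0934, and adjusted p = 0.557 with an estimated correlation) and 3 with IMO-8400 (3, median -0.12, or -0.09 with members near background at their bound; camera, adjusted p = 0.0529, and adjusted p = 0.511 with an estimated correlation). They were the basophil protease Mcpt8, Hdc, the enzyme that makes histamine, and Fcer1a, a chain of the IgE receptor. Mcpt8 was at least 34.8-fold lower with each antagonist (adjusted p = 1.67e-09 and 2.14e-09). Hdc fell by 2.55 and fell by 2.85 on the log2 scale, and Fcer1a fell by 1.97 and fell by 2.56 (adjusted p = 0.000404, 0.000140, 0.0154 and 0.00300). The list passed with IMO-8400 when saline replicate 12, 13 or 14 or IMO-8400 replicate 3 was left out (adjusted p down to 0.0257). By exact permutation of the list means its adjusted p was 0.0138 with IMO-3100 and 0.0119 with IMO-8400. Of 11 endothelial genes, 2 rose with IL-23 (2 over the list alone, median 0.21; camera, adjusted p = 0.344, and adjusted p = 0.731 with an estimated correlation). They were Sele and Selp, selectins that capture leukocytes from the blood, with log2 fold changes of 2.38 (standard error 0.33) (4 of 5 naïve values below 3) and 2.03 (standard error 0.32) (adjusted p = 2.25e-05 and 8.68e-05). With IMO-3100, 3 endothelial genes fell (3 over the list alone, median -0.50; camera, adjusted p = 0.00479, and adjusted p = 0.451 with an estimated correlation), and with IMO-8400 2 (2, median -0.05; camera, adjusted p = 0.430, and adjusted p = 0.863 with an estimated correlation). Sele was at least 4.59-fold lower with IMO-3100 and fell by 2.31 on the log2 scale with IMO-8400 (adjusted p = 7.2e-05 and 0.000131), and Selp fell by 2.09 and fell by 1.65 (adjusted p = 0.000287 and 0.00138). Flt1, a receptor for vascular growth factor, fell by 1.22 with IMO-3100 (standard error 0.23, adjusted p = 0.00105).

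Of 12 genes of dendritic and Langerhans cells, 3 rose with IL-23 (3 over the list alone) and 2 fell (2), with a median log2 fold change of 0.27 (camera, adjusted p = 0.207, and adjusted p = 0.685 with an estimated correlation). Ccr7, the chemokine receptor that guides dendritic cells to lymph nodes, rose by 4.01 (standard error 0.51) and fell by 2.06 with IMO-3100 and fell by 2.51 with IMO-8400 (adjusted p = 8.54e-06, 0.00681 and 0.00169). The other members that changed with IL-23 were Itgax (1.86), Siglech (1.60), Cd209a (-1.72) and Zbtb46 (-1.05), the last named after its value was seen. The rise of Siglech, from 1.21 to 1.99 as single arrays were left out, did not pass without naïve replicate 16, 18 or 19 or saline replicate 12 or 15. With IMO-3100, 2 members fell (2) and 1 rose (1), with a mean of -0.09 (camera, adjusted p = 0.886, and adjusted p = 0.996 with an estimated correlation). With IMO-8400, 1 fell (1), with a mean of -0.04 (camera, adjusted p = 0.798, and adjusted p = 0.979 with an estimated correlation). Itgax fell by 1.14 with IMO-3100, a call that ended without any of the 5 saline arrays or IMO-3100 replicate 8, 9 or 10 (values up to -0.99). Batf3, a transcription factor of dendritic cells, rose by 1.42 with IMO-3100, and the call ended without saline replicate 12 or 13 or IMO-3100 replicate 6 (values from 1.22). Of 13 Th2 genes, 3 fell with IMO-3100 (3 over the list alone, median -0.48, or -0.46 with members near background at their bound; camera, adjusted p = 0.387, and adjusted p = 0.741 with an estimated correlation). With IMO-8400, 3 fell (3) and 1 rose (1, median -0.28; camera, adjusted p = 0.610, and adjusted p = 0.863 with an estimated correlation). Il4ra fell with both, Ccl17, a chemokine for Th2 cells, fell by 2.27 with IMO-3100 (standard error 0.62, adjusted p = 0.0122), and Chil3 fell by 2.94 and fell by 3.44 (adjusted p = 0.0415 and 0.0187). The fall of Chil3 with IMO-3100 did not pass without saline replicate 11, 12, 13 or 14, IMO-3100 replicate 6, 8, 9 or 10 or IMO-8400 replicate 2 (values up to -2.36). Tslp rose by 1.75 with IMO-8400 (adjusted p = 0.0236), and the call ended without saline replicate 13 or IMO-8400 replicate 1 (from 1.55).

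Of 14 genes of skeletal muscle, 3 rose with IMO-8400 (3 over the list alone, median 0.52; camera, adjusted p = 3.15e-05, and adjusted p = 0.420 with an estimated correlation), namely Myh2 (1.39 (standard error 0.29)), Myh4 (1.27 (standard error 0.27)) and Actn3 (1.08 (standard error 0.27); adjusted p = 0.00204, 0.00242 and 0.00672). With IMO-3100 the list had a median of 0.40 (camera, adjusted p = 0.000483, and adjusted p = 0.491 with an estimated correlation), with no member past both DEG thresholds and 9 at an unadjusted p under 0.05 in limma. Of 9 sebaceous genes, Scd3 rose with IMO-3100 (median of the list 0.06; camera, adjusted p = 0.227, and adjusted p = 0.770 with an estimated correlation) and Scd3 and Acsbg1 with IMO-8400 (median 0.46; camera, adjusted p = 0.00275, and adjusted p = 0.420 with an estimated correlation). Scd3 rose by 2.13 (standard error 0.42) and 2.52 (standard error 0.42) and Acsbg1 by 1.37 (standard error 0.22) with IMO-8400 (adjusted p = 0.00150, 0.000382 and 0.000333). With IMO-3100 the log2 fold changes of Acsbg1 and Myh2 were 0.95 (standard error 0.22) and 0.84 (standard error 0.29), past the FDR and not the FCH threshold. Acsbg1 passed without saline replicate 14 or 15 and Myh2 without saline replicate 14. Of 12 clock genes, Npas2 (-1.43 (standard error 0.31)) and Hlf (-2.48 (standard error 0.39)) fell with IL-23 (median of the list -0.17; camera, adjusted p = 0.421, and adjusted p = 0.731 with an estimated correlation; adjusted p of the genes = 0.00111 and 7.34e-05). Hlf, an output of the clock, rose by 3.10 (standard error 0.39) with IMO-3100 and 3.40 (standard error 0.39) with IMO-8400 (adjusted p = 5.7e-05 and 2.12e-05). Dbp and Per3 also rose with both, by 1.35 (standard error 0.30) and 1.11 (standard error 0.21) with IMO-3100 and by 1.27 (standard error 0.30) and 1.11 (standard error 0.21) with IMO-8400. Per2 rose by 1.51 (standard error 0.28) with IMO-3100 and Nr1d1 by 1.38 (standard error 0.32) with IMO-8400, as did Tef, named after its value was seen (1.05 (standard error 0.16), and 0.80 (standard error 0.16) with IMO-3100).

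The other lists had few calls. With IL-23, 3 of 14 immediate early and heat shock genes rose (3 over the list alone, median 0.06; camera, adjusted p = 0.782, and adjusted p = 0.918 with an estimated correlation), Fos (1.36), Junb (1.27) and Atf3 (1.26). Atf3 also rose with IMO-3100 (1.09; not passing without IMO-3100 replicate 6 or 7, down to 0.91), in a list with a median of 0.28 (camera, adjusted p = 0.164, and adjusted p = 0.741 with an estimated correlation). With IMO-8400 no member of this list passed, 6 had an unadjusted p under 0.05 in limma and the median was 0.40 (camera, adjusted p = 0.0399, and adjusted p = 0.552 with an estimated correlation), and the list did not pass without naïve replicate 16, saline replicate 11 or 14 or IMO-8400 replicate 3 or 4 (adjusted p up to 0.116). Of 12 fibroblast and matrix genes none passed with IL-23, and 6 had an unadjusted p under 0.05 in limma (median -0.17; camera, adjusted p = 0.292, and adjusted p = 0.731 with an estimated correlation). Without naïve replicate 16 the adjusted p of that list was 0.0309. The medians of the fibroblast list were -0.01 with IMO-3100 (camera, adjusted p = 0.988, and adjusted p = 0.996 with an estimated correlation) and -0.05 with IMO-8400 (camera, adjusted p = 0.977, and adjusted p = 0.998 with an estimated correlation). Of 2 genes of red blood cells, Slc4a1 fell with IL-23, at least 3.20-fold (adjusted p = 0.0458; list median -1.27, or -1.07 with members near background at their bound; camera, adjusted p = 0.703, and adjusted p = 0.731 with an estimated correlation). Its log2 fold change was -2.65 with all arrays and -1.35 without naïve replicate 16, and it passed only with all arrays or without naïve replicate 18, 19 or 20. With the antagonists the medians of the red blood cell list were -0.02 (0.00 with members near background at their bound) (camera, direction higher, adjusted p = 0.964, and adjusted p = 0.996 with an estimated correlation) and 0.03 (0.01 with members near background at their bound) (camera, adjusted p = 0.993, and adjusted p = 0.998 with an estimated correlation).

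Of 6 B cell genes, 3 had an unadjusted p under 0.05 with IMO-3100 in limma and 1 rose when adjusted over the list alone, with a median of 0.77 (0.75 with members near background at their bound) (camera, adjusted p = 0.0471, and adjusted p = 0.491 with an estimated correlation). The call of the B cell list ended without naïve replicate 18, saline replicate 12 or 13 or IMO-3100 replicate 6, 7, 9 or 10 (adjusted p up to 0.122), and with IMO-8400 its median was -0.02. Of 14 genes of monocytes and macrophages, Itgam fell by 1.93 with IMO-8400 (standard error 0.71, adjusted p = 0.0499), in a list with a median of -0.07 (camera, adjusted p = 0.315, and adjusted p = 0.883 with an estimated correlation). The call of Itgam ended without naïve replicate 18, saline replicate 11, 12, 13 or 14, any of the 5 IMO-3100 arrays or IMO-8400 replicate 1, 2, 3 or 4 (values up to -1.61). With IMO-3100 the median of the macrophage list was 0.18 (camera, adjusted p = 0.462, and adjusted p = 0.959 with an estimated correlation). Hair follicle genes had a mean log2 fold change of -0.05 with IMO-3100 (camera, direction higher, adjusted p = 0.886, and adjusted p = 0.996 with an estimated correlation) and a median of 0.51 (0.32 with members near background at their bound) with IMO-8400 (camera, adjusted p = 0.545, and adjusted p = 0.979 with an estimated correlation). Melanocyte genes had a mean of 0.05 with IMO-3100 (camera, direction higher, adjusted p = 0.886, and adjusted p = 0.996 with an estimated correlation) and of 0.20 with IMO-8400 (camera, adjusted p = 0.933, and adjusted p = 0.998 with an estimated correlation). Between the antagonists 6 of the 33 lists passed, and the interferon-γ axis had the lowest adjusted p of the others.

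Splits of the same mice served as a check of the DEG counts. The 10 mice of each comparison were divided into 5 and 5 in 100 ways, drawn at random with the real division included. The real counts were 5108 DEGs for IL-23, 1988 for IMO-3100, 2490 for IMO-8400 and 179 between the antagonists. The highest counts of the other divisions were 1972, 620, 19 and 24. In each comparison 1 of the 100 divisions, the real one, reached the real count. Not every possible division was drawn, and a division that mixes the groups adds their difference to the spread within each side, which lowers its count. Chance is therefore a less likely source of the real counts and is not excluded.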
